# Regulation of axonal morphogenesis by the mitochondrial protein Efhd1

**DOI:** 10.26508/lsa.202000753

**Published:** 2020-05-15

**Authors:** Valeria Ulisse, Swagata Dey, Deborah E Rothbard, Einav Zeevi, Irena Gokhman, Tali Dadosh, Adi Minis, Avraham Yaron

## Abstract

During development, neurons adjust their energy balance to meet the high demands of robust axonal growth and branching. The mechanisms that regulate this tuning are largely unknown. Here, we show that sensory neurons lacking liver kinase B1 (Lkb1), a master regulator of energy homeostasis, exhibit impaired axonal growth and branching. Biochemical analysis of these neurons revealed reduction in axonal ATP levels, whereas transcriptome analysis uncovered down-regulation of *Efhd1* (EF-hand domain family member D1), a mitochondrial Ca^2+^-binding protein. Genetic ablation of *Efhd1* in mice resulted in reduced axonal morphogenesis as well as enhanced neuronal death. Strikingly, this ablation causes mitochondrial dysfunction and a decrease in axonal ATP levels. Moreover, *Efhd1* KO sensory neurons display shortened mitochondria at the axonal growth cones, activation of the AMP-activated protein kinase (AMPK)–Ulk (Unc-51–like autophagy-activating kinase 1) pathway and an increase in autophagic flux. Overall, this work uncovers a new mitochondrial regulator that is required for axonal morphogenesis.

## Abstract (precis)

Ablation of the mitochondrial protein Efhd1 in mice interferes with normal development of sensory axons and results in mitochondrial dysfunction associated with activation of cellular stress pathways.

## Introduction

During development, neurons grow axons that elongate over substantial distances and branch for proper tissue innervation (Vaarmann et al, 2016). In humans, the axons of the peripheral nervous system (PNS) can reach lengths of up to 1 m (Misgeld & Schwarz, 2017). As axonal morphogenesis is energetically demanding, it must be supported by a tightly regulated energy balance.

Axonal ATP is produced primarily in the mitochondria, which are predominately localized in metabolically active zones of the neuron such as the growth cones at the leading edge of the axon (Vaarmann et al, 2016; Sheng, 2017). Mitochondrial function is critical to axonal morphogenesis; numerous reports have demonstrated that mitochondrial biogenesis, localization, trafficking, and local ATP production are all limiting factors for axonal growth and morphogenesis (Courchet et al, 2013; Spillane et al, 2013; Vaarmann et al, 2016; Misgeld & Schwarz, 2017). However, the regulatory mechanisms that couple axonal morphogenesis and energy supply remain poorly understood. The tumor-suppressor protein liver kinase B1 (Lkb1, also called Stk11) is a well-known regulator of cellular polarization in epithelia (Hardie, 2007; Shackelford & Shaw, 2009) and other nonneural tissues in *Drosophila* and vertebrates (Nakano & Takashima, 2012). In addition, studies in nonneuronal cells have established a critical function of the Lkb1 pathway in energy homeostasis mediated through enhancement of mitochondrial activity, mitochondrial biogenesis, and autophagy, as well as via a mammalian target of rapamycin-dependent decrease in energy expenditure and protein synthesis (Alexander & Walker, 2011; Hardie, 2011). Studies of the neuronal function of Lkb1 in the central nervous system (CNS) initially revealed its key role in establishing axon polarization and extension through the activation of the synapses of amphids defective kinases (Barnes et al, 2007; Shelly et al, 2007). More recently, deletion of *Lkb1* in the CNS revealed that it also contributes to axonal morphogenesis, in part through its effect on mitochondrial movement, biogenesis, and localization (Courchet et al, 2013; Spillane et al, 2013).

This study reports the discovery of a new pathway that couples energy homeostasis to axonal growth. In our investigation, we ablated the *Lkb1* gene in mice at the onset of PNS development. *Lkb1*-KO animals exhibited abnormal axonal growth and branching and reduced axonal ATP production. Intriguingly, transcriptome analysis of *Lkb1* KO sensory neurons uncovered significant down-regulation of the RNA transcript of the mitochondrial protein EF-hand domain family member D1 (Efhd1, also known as mitocalcin). Efhd1 is a calcium-binding protein that is localized to the inner mitochondrial membrane (Tominaga et al, 2006). To explore the function of Efhd1 in sensory neurons, we generated an *Efhd1* KO mouse line. Herein, we characterize these animals and demonstrate that Efhd1 regulates mitochondrial function and axonal morphogenesis during PNS development, providing a novel link of mitochondrial activity and energy homeostasis to axonal morphogenesis.

## Results

### *Lkb1* KO sensory neurons display normal polarization but reduced axonal growth in vitro

To test the function of Lkb1 in the development of the PNS, we ablated the floxed *Lkb1* gene in the mouse at embryonic day 9 (E9) using the Wnt1–cre line, generating the strain henceforth referred to as *Lkb1* KO (Swisa et al, 2015) (Fig S1A). We first tested the polarization of dorsal root ganglion (DRG) neurons in vitro. After transfecting WT and *Lkb1* KO neurons with mCherry- and GFP-expressing plasmids, respectively, we cocultured the differentially labeled cells. This approach eliminates any effects that may arise from technical variations between the cultures or non-cell autonomous effects (such as secreted factors). Dissociated DRG neurons at E12.5 typically exhibit polarized morphology with a pair of axons growing from two opposite sides of the soma (Tymanskyj et al, 2018). Analysis of the *Lkb1* KO and WT neurons established that after 48 h, both cell types exhibit normal polarized morphology, with two axonal branches sprouting from opposite sides of the cell body (Fig S1B and C). These results support the conclusion of a previous study that suggested Lkb1 is dispensable for axon formation/polarization outside of the cortex (Lilley et al, 2013).

**Figure S1.**
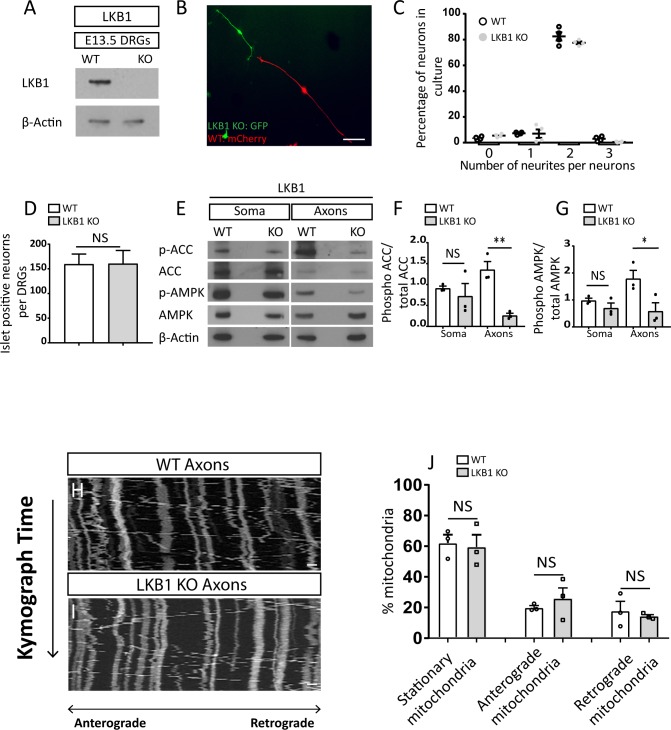
Liver kinase B1 (*Lkb1*) ablation by Wnt1–cre causes metabolic abnormalities. **(A)** Immunoblot of WT and *Lkb1* KO of dorsal root ganglions (DRGs) from E13.5 embryos. **(B)** Mixed culture of WT and *Lkb1* KO DRGs from E12.5 embryos transfected with two different plasmids, WT: mCherry, *Lkb1* KO: GFP. Neurons were fixed and directly visualized after 48 h. Scale bar 500 μm. **(C)** Quantification of number of neurites per cells was analyzed. Graph shows means ± SEM based on four independent experiments (N = 4), 30 neurons in each experiment were analyzed (unpaired *t* test NS). **(D)** Quantification of Islet1 positive-neurons in E15.5 WT and *Lkb1* KO DRGs. Six WT (N = 6) and six *Lkb1* KO (N = 6) embryos were analyzed, for each embryo, 60 sections/embryo. Graph shows means ± SEM (unpaired *t* test NS). **(E)** Immunoblot analysis of phosphorylation levels of AMPK (Thr172) and acetyl CoA carboxylase (ACC) (Ser72) in soma and axons of DRG explants plated on insert filter cultures for 48 h. **(F, G)** Phosphorylation levels/total levels of ACC (F) and AMPK (G) were normalized on β-actin and quantified with ImageJ. Graphs show mean ± SEM based on three individual experiments (N = 3). **(F, G)** ACC: unpaired *t* test with Welch’s correction soma NS, unpaired *t* test axons **P = 0.005, (G) AMPK: unpaired *t* test soma NS, unpaired *t* test axons *P = 0.04. **(H, I)** Mitochondrial kymograph of axonal mitochondria motility in dissociated neurons from E13.5 WT and *Lkb1* KO DRGs. Scale bar 2 μm. **(J)** Quantification of the percentage of stationary, anterograde, and retrograde mitochondria in WT and *Lkb1* KO neurons. Neurons were dissected from three WT and three *Lkb1* KO embryos. All graphs show means ± SEM based on three individual experiments (N = 3), DRGs (stationary mitochondria: unpaired-test NS, anterograde mitochondria: unpaired *t* test NS, retrograde mitochondria: unpaired *t* test with Welch’s correction NS). Source data are available for this figure.

We next examined the importance of Lkb1 for axonal growth in vitro. DRG explants from E13.5 embryos were grown for 5 d embedded in 3D collagen matrix (Fig 1A and B). α-βIII-tubulin staining of the explants revealed that *Lkb1* KO axons were significantly shorter (50%) than those of the WT littermate controls (Fig 1E). Thus, unlike hippocampal and cortical neurons (Barnes et al, 2007; Shelly et al, 2007; Courchet et al, 2013), DRG sensory neurons are capable of establishing polarity in the absence of Lkb1, but their axon growth potential is significantly compromised.

**Figure 1.**
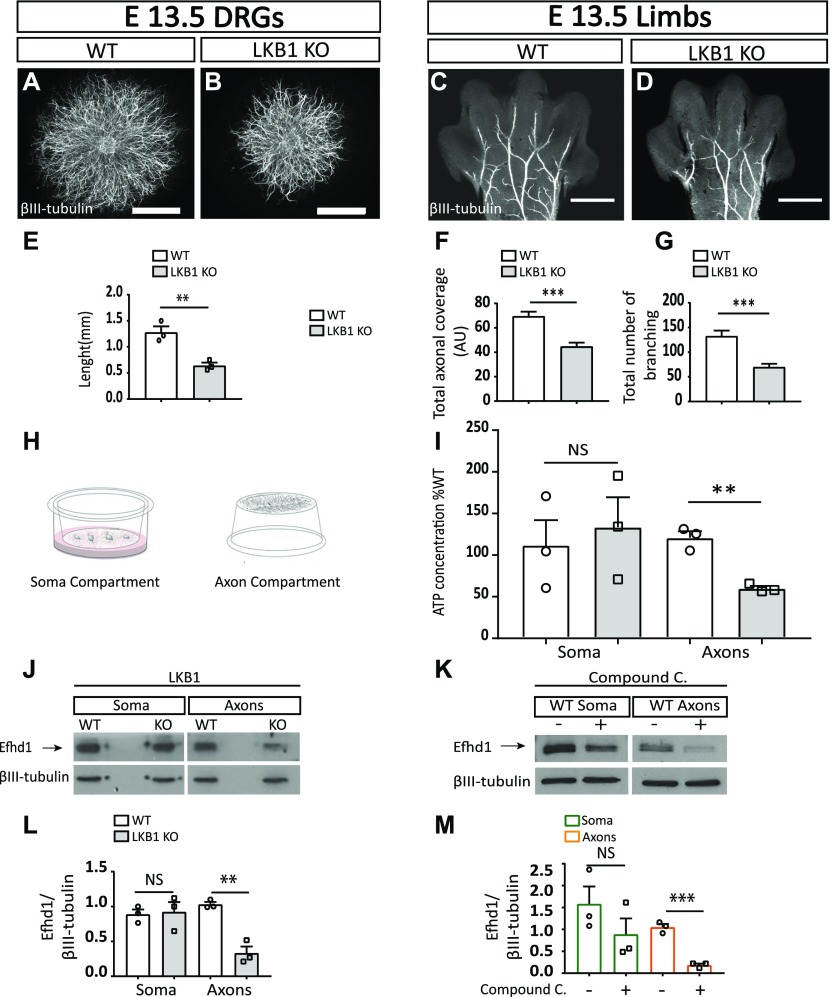
Liver kinase B1 (*Lkb1*) KO embryos display reduced axonal morphogenesis along with metabolic abnormalities and a decrease in the mitochondrial protein Efhd1. **(A, B)** Dorsal root ganglion (DRG) explants plated in 3D collagen. Scale bar: 1,000 μm. **(C, D)** Limbs from WT and *Lkb1* KO E13.5 mouse embryos stained with α-βIII-tubulin. Scale bar: 500 μm. **(E)** Quantification of the axonal length of WT and *Lkb1* KO DRGs. Axonal lengths of eight WT and eight *Lkb1* KO DRG explants were quantified by four measurements in three independent experiments N = 3. Graphs show means ± SEM (unpaired *t* test **P = 0.0071). **(F)** Overall axonal coverage (total axonal length that cover the limb’s surface). Graph shows means ± SEM (unpaired *t* test ***P = 0.0001). **(G)** Total number of branching was quantified using NeuroMath. Graph shows means ± SEM (unpaired *t* test ***P = 0.0001). **(F, G)** Eight WT (N = 8) and six *Lkb1* (N = 6) KO embryos were analyzed in (F, G); data for each embryo represent the average measurements of both limbs. **(H)** Schematic illustration of the filter cell culture system that facilitates the purification and biochemical analysis of cell bodies and axons. **(I)** Analysis of ATP levels in WT and *Lkb1* KO soma and axons. Graph shows means ± SEM of three independent experiments (N = 3) (unpaired *t* test: soma NS, unpaired *t* test: axons **P = 0.0019). Values are presented as the % of WT. **(J)** Immunoblot analysis of Efhd1 expressions levels in *Lkb1* KO and WT soma and axons. **(K)** Immunoblot analysis of Efhd1 expression in WT DRGs treated with 20 μM compound C for 8 h. **(L)** Quantification of Efhd1 protein level in *Lkb1* KO DRGs compared to WT. Graph shows means ± SEM of three independent experiments (N = 3) (unpaired *t* test: soma NS, unpaired *t* test axons **P = 0.00232). **(M)** Quantification of Efhd1 expression in treated WT DRGs. Graphs show mean ± SEM of three independent experiments (N = 3) (unpaired *t* test: soma NS, unpaired *t* test axons ***P = 0.0004). Source data are available for this figure.

### *Lkb1* KO sensory neurons exhibit reduced axonal morphogenesis in vivo

Next, we assessed the role of Lkb1 in axonal morphogenesis in vivo. Limbs from E13.5 WT and *Lkb1* KO embryos were stained with α-βIII-tubulin and visualized by microscopy (Fig 1C and D). Compared with WT limbs, *Lkb1* KO limbs showed reduced axonal morphogenesis. Axonal morphology was quantified using NeuroMath (Rishal et al, 2013). Relative to those in WT mice, limbs in *Lkb1* KO mice displayed a strong reduction in the overall axonal coverage of the limb (36%) (Fig 1F) and an even more pronounced decrease in the total number of axonal branches (48%) (Fig 1G). To rule out the possibility that these observed phenotypes are secondary to neuronal death, we counted the number of Islet1 (a pan-sensory neuronal marker)-positive cells in DRGs of E15.5 embryos. We could not detect any significant difference in neuronal numbers between *Lkb1* KO and WT control littermates (Fig S1D), suggesting that the axonal abnormalities observed in the *Lkb1* KO mice were not caused by cell death. These results highlight the crucial role of Lkb1 as a regulator of developmental axonal morphogenesis in the PNS.

### *Lkb1* KO neurons display reduced axonal ATP levels

As *Lkb1* ablation had no effect on sensory axon polarization, we hypothesized that the reduced axonal growth observed in the KOs in vitro and the reduced axonal morphogenesis phenotypes detected in vivo may be linked to the distinct function of LKB1 in metabolic homeostasis (Alexander & Walker, 2011; Germain et al, 2013; Hawley et al, 2003; Pooya et al, 2014). Because the *Lkb1* KO exhibits distinct axonal phenotypes, we determined the ATP concentration in different neuronal compartments using a filter culture system that allows us to differentially examine the cell bodies and the axons (Fig 1H). Whereas there was no difference observed between the ATP levels in *Lkb1* KO and WT soma, the ATP level was significantly reduced (49%) in the axons of *Lkb1* KO neurons compared with WT (Fig 1I). This dramatic decrease in ATP levels in *Lkb1* KO axons was not accompanied by activation of the metabolic sensor AMPK or its direct substrate acetyl CoA carboxylase (ACC), as judged by the extent of their phosphorylation (Fig S1E–G). This suggests that Lkb1 is a nonredundant activator of AMPK in sensory neurons. Taken together, these in vitro and in vivo results demonstrate that Lkb1 serves to maintain normal axonal development and ATP levels in mouse PNS neurons.

### *Lkb1*-deficient sensory axons display normal mitochondria motility

As mitochondria are the main source of axonal ATP and Lkb1 controls the axonal movement of the mitochondria in cortical neurons (Courchet et al, 2013), we tested the motility of mitochondria in sensory axons of DRG neurons from *Lkb1* KO and WT mice. *Lkb1* KO and WT neurons were plated on poly-D-lysine (PDL)/laminin–coated microfluidics chambers for 72 h (Maor-nof et al, 2016). The mitochondria were labeled by TMRE, which localizes to mitochondria, and the cells were imaged. No significant difference in mitochondrial motility was detected (Fig S1H–J).

### *Lkb1* KO sensory neurons exhibit reduced expression of the mitochondrial protein Efhd1

In addition to directly phosphorylating its downstream targets, Lkb1 signals activation of gene transcription (Shackelford & Shaw, 2009). Therefore, to identify differential gene expression in DRGs directly isolated from E13.5 WT and *Lkb1* KO embryos, we performed transcriptome profiling using microarray analysis. 

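The microarray experiment compared DRGs, the ganglia that hold the cell bodies of sensory neurons, from embryos in which Wnt1-driven Cre had deleted floxed Lkb1 (gene symbol Stk11) in the neural crest lineage with DRGs from WT embryos. There were 5 Lkb1 KO and 5 WT samples taken at embryonic day 13.5, each with DRGs pooled from 2 embryos and hybridised to 1 array, so that n counts pools. RNA (250 ng in total per array) was labelled with biotin and hybridised to one-colour Affymetrix Mouse Gene 1.0 ST arrays. According to the submitters' processing notes the authors used RMA, which corrects background, quantile-normalizes the arrays and summarizes each probe set, and Partek 6.6, while the methods name MATLAB. The deposited values are log2 expression levels of 35556 probe sets, and the arrays' medians differed by at most 0.069, the highest being 6.57. Starting from these values, 1 probe set was taken per gene, the brightest one assigned to that gene alone, which left 19938 genes. Lkb1 KO and WT were compared with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment over these genes and no filter on dim genes. Stk11 itself was lower in all 5 Lkb1 KO samples than in any WT sample, at 7.78 ± 0.11 (SD, n = 5) against 8.70 ± 0.22 (SD, n = 5). This is a log2 fold change of -0.92 (standard error 0.09, adjusted p = 1.15e-04 from limma). Where its probes lie relative to the floxed exons is not given in the sources used here. Wnt1, the gene whose regulatory sequences drive Cre in this line, was at 4.69 ± 0.12 (SD, n = 5) in Lkb1 KO and 4.47 ± 0.07 (SD, n = 5) in WT, with an adjusted p of 0.0614 from limma and of 0.0254 with the replicate number as a block. The pools differed in Xist, the RNA of the inactive X chromosome, and in Y-linked genes. The Y-linked gene Eif2s3y was at 4.66 and 4.90 in Lkb1 KO replicates 2 and 5 and between 9.75 and 10.70 in the other 8 samples. Xist was at 12.36 and 12.37 in those 2 samples against 4.48 to 5.46 in WT replicates 1, 3 and 5 and Lkb1 KO replicate 3. It was at 11.70 to 11.81, together with Y-linked signal, in WT replicates 2 and 4 and Lkb1 KO replicates 1 and 4. Precision is limited by the number of arrays.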

Surprisingly, there were very few alterations in gene expression in *Lkb1* KO DRGs compared with WT controls. 

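Most genes did not pass the test, and the lists with the most members that did were those of dividing cells and of connective tissue, which were higher in Lkb1 KO. Of 29 measured proliferation genes, 22 were higher in Lkb1 KO and none was lower at an adjusted p under 0.05 from limma (29 higher when adjusted over the list alone). A per-gene test of the kind named in Table S1, a one-way analysis of variance, was run here over all genes tested. It called 9 of the 29. Its calls are not those of Table S1, whose rows used here hold only falls. With the mean of the Y-linked genes as a covariate 8 of the 22 kept their call, and the list's median log2 fold change went from 0.31 to 0.23 (median standard error 0.06 in both). Lkb1 KO replicates 1, 3 and 4, the ones with Y-linked signal, had means of the list from 8.47 to 8.57, against at most 8.32 in WT. The 22 included the spindle motor gene Kif11, with a log2 fold change of 0.47 (standard error 0.06), and the proliferation marker Mki67, with 0.39 (standard error 0.05). Of 34 fibroblast and mesenchyme genes, 16 were higher and none was lower (18 and 0 when adjusted over the list alone), including the matrix genes Postn at 0.36, Col1a2 at 0.30 and Lum at 0.50 on the log2 scale. Of 34 genes of sensory neuron identity, 3 were lower, none was higher and 31 did not pass the test (10 lower and 1 higher when adjusted over the list alone). The 3 were the transcription factor genes Isl1 (log2 fold change -0.25), Isl2 (-0.23) and Prrxl1 (-0.19). Isl2 lost its call without WT replicate 2 or 3 or Lkb1 KO replicate 2 (adjusted p between 0.0504 and 0.0570). Prrxl1 lost it when any 1 sample other than WT replicate 3 and Lkb1 KO replicate 5 was left out (between 0.0589 and 0.109). Of 31 genes of the axonal cytoskeleton and growth, 2 were lower and none was higher (10 and 0 when adjusted over the list alone), namely Stmn4, a tubulin-binding stathmin gene, at -0.37 and Elavl4, a neuronal RNA-binding protein gene, at -0.18. The per-gene test called 11 genes of the fibroblast and mesenchyme list, 1 of the sensory neuron list and 5 of the axonal list.
The mitochondrial lists held few calls. None of 73 nuclear-encoded genes of oxidative phosphorylation, of 25 genes of mitochondrial dynamics, import and transport or of 15 genes of mitochondrial calcium handling, a list that does not hold Efhd1, passed the test in limma, over all genes or when adjusted over the list alone, or in the per-gene test named in Table S1. The complex I gene Ndufa11 was called as lower without Lkb1 KO replicate 1 (adjusted p = 0.0110) and with array weights (0.0423), and Slc25a13, of the calcium list, as higher without Lkb1 KO replicate 2 (0.0485). With all samples the Ndufa11 probe set used, at a mean of 9.69, had a log2 fold change of -0.18. A second one, at a mean of 9.65, had -0.092. At an unadjusted p under 0.05 from limma, 3, 3 and 2 members of these lists were lower and 0 higher. The lists' median log2 fold changes were -0.027, -0.045 and -0.047. Tomm20, the gene of the import receptor TOM20, was at 10.19 ± 0.04 (SD, n = 5) in Lkb1 KO and 10.22 ± 0.04 (SD, n = 5) in WT (adjusted p = 0.809 from limma). Of 17 genes of the tricarboxylic acid cycle, 1 was higher (also 1 when adjusted over the list alone), the succinyl-CoA ligase gene Suclg2 at 0.20, and of 17 genes of mitochondrial biogenesis, 1 was lower (also 1 when adjusted over the list alone), the nuclear receptor gene Esrrg at -0.26.
In a set test against all other genes (limma camera, preset correlation of 0.01, adjusted over 28 lists), the proliferation list was higher (adjusted p = 2.13e-31), as was the fibroblast and mesenchyme list (8.83e-17), and the axonal (1.94e-09), sensory neuron (2.24e-05) and oxidative phosphorylation (0.00738) lists were lower. Other cell-type lists were also higher: cartilage and sclerotome (3.46e-05), pericytes and smooth muscle (4.73e-05), endothelium (4.44e-04), spinal cord (7.52e-04), meninges (7.52e-04), skeletal muscle (0.00138) and sympathetic neurons (0.0162). Leaving out 1 sample lost the endothelium (0.0594), skeletal muscle (0.125) and sympathetic (0.188) calls. With an estimated correlation only the call of the fibroblast and mesenchyme list held, at an adjusted p of 0.00354. This became 0.098 with the replicate block and 0.0629 with the array medians aligned. The adjusted p with an estimated correlation was 0.0799 for the proliferation and the sensory neuron list (the latter 0.0154 without WT replicate 5), 0.108 for the axonal list and 0.500 for oxidative phosphorylation. The call of the latter at the preset correlation was also lost with cyclic loess (adjusted p = 0.0616), without the dimmest genes (0.0602) and with the Y-linked covariate (0.0641).
Over all genes tested, 496 were higher and 275 lower in Lkb1 KO at an adjusted p under 0.05 from limma, which together is 3.87% of the genes, and 313 passed 0.01, the false discovery rate of the methods. The genes called at 0.05 had a median change of 0.29 in size on the log2 scale, and 13 genes changed at least 2-fold at an adjusted p under 0.05. With the replicate number as a block 715 genes were higher, 565 were lower and 563 passed 0.01. With the Y-linked covariate 285 were higher and 161 passed 0.01. The per-gene analysis of variance run here called 260 higher, 127 lower and 105 at 0.01. The mean of the fibroblast and mesenchyme list had a correlation of 0.974 with genotype. With it as a covariate limma called 0 genes (1118 at an unadjusted p under 0.05). The lower genes were 182, 148, 146 and 152 without WT replicates 1, 2, 3 and 4 and 179 and 173 without Lkb1 KO replicates 3 and 4, and 203, 201 and 205 genes passed 0.01 without WT replicates 2, 3 and 4.

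**Figure D1:**
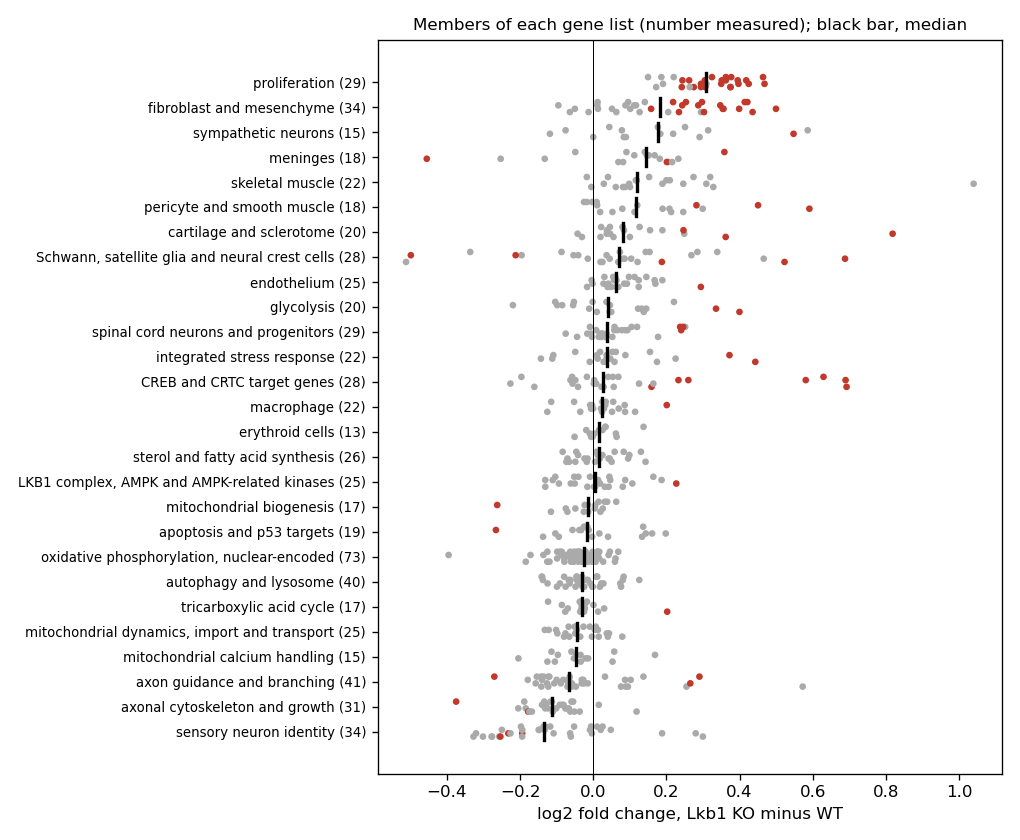
Log2 fold change (x axis, Lkb1 KO minus WT) of each measured member of 27 gene lists (y axis, with the number of members), red where the adjusted p from limma was under 0.05 and grey otherwise; black bars are list medians. The medians run from -0.13 for sensory neuron identity to 0.31 for proliferation.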

Most profound was the reduction in the expression of *Efhd1*, a mitochondrial Ca^2+^-binding protein (approximately threefold) (Fig S2A and Table S1). 

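Efhd1 encodes an EF-hand protein of the mitochondrion. Its level was 7.82 ± 0.14 (SD, n = 5) in WT and 6.24 ± 0.12 (SD, n = 5) in Lkb1 KO DRGs on the log2 scale, and all 5 Lkb1 KO samples lay below all 5 WT samples (exact two-sided permutation test, p = 0.00794, the smallest possible with these numbers). With labels exchanged only within replicate numbers, an exact two-sided test over 32 assignments gave p = 0.0625. That is the smallest p it allows, so that this exact test cannot reach 0.05. The log2 fold change was -1.58 (standard error 0.07, 95% confidence interval -1.74 to -1.42, adjusted p = 1.61e-07 from limma, 2.36e-06 with the replicate block), so that WT exceeded Lkb1 KO 2.99-fold. No gene that passed the test fell further, and Efhd1 was the only 1 of the 275 lower genes past 2-fold. By size in either direction Efhd1 stood at rank 5 of all genes tested and at rank 2 of those that passed the test. The gene ahead of it among the latter was I730030J21Rik, a long non-coding RNA gene, which rose by 2.44 on the log2 scale (standard error 0.07, adjusted p = 2.74e-09 from limma). The others were the sex-linked genes Xist, Eif2s3y and Uty, whose levels follow the sex of the pooled embryos and whose adjusted p-values from limma were 0.502, 0.306 and 0.265. Efhd2, the related gene on the list of mitochondrial calcium handling, had a log2 fold change of -0.13 (standard error 0.07, adjusted p = 0.432 from limma). With the mean of the fibroblast and mesenchyme list as a covariate the Efhd1 log2 fold change was -1.54, and its standard error rose to 0.33 (adjusted p = 0.537 from limma). The paper states that the reduction of Efhd1 was the most profound change, citing Fig S2A and Table S1, and went on to test the protein in cultured neurons.

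**Figure D2:**
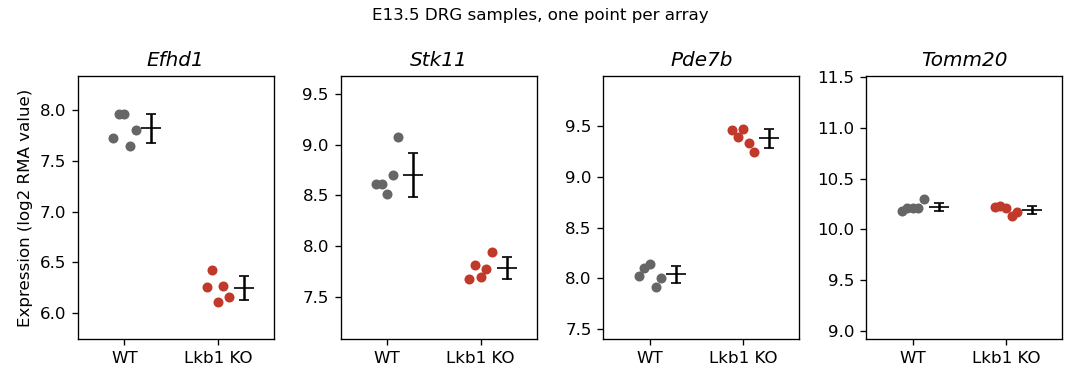
Log2 RMA expression values (y axis) of Efhd1, Stk11, Pde7b and Tomm20 in each WT and Lkb1 KO sample (points), with the mean and SD of the 5 samples beside them; each y axis spans the same range. For Efhd1 the Lkb1 KO samples lie around 6.24 and the WT samples around 7.82, with no overlap, while the 2 groups overlap for Tomm20.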

In support, we detected a significant decrease in axonal Efhd1 protein expression in *Lkb1* KO neurons compared with WT (Fig 1J and L). To further test the connection between *Efhd1* expression and the Lkb1 pathway, we treated DRG neurons in vitro with the AMPK inhibitor compound C. After 8 h, we detected a profound reduction in axonal Efhd1 (Fig 1K and M). We have not detected a reduction in the levels of the mitochondrial protein TOM20 in the *Lkb1* KO or compound C–treated WT neurons (Fig S2B–E), suggesting that the reduction in Efhd1 is not due to global reduction in mitochondrial proteins.

Table S1 Gene expression analysis of WT and *Lkb1* KO E13.5 DRGs.Gs.

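Table S1 lists a one-way comparison of Lkb1 KO with control for each transcript, sorted by fold change; the first 12.5% of its 13158 rows were used here. In all of these the ratio matched the one computed from the deposited log2 values within 0.0001, and every one lies below 1. The highest array value of each of these transcripts was at least 6.51 on the log2 scale. Besides Efhd1 and Stk11, the largest falls among genes whose 5 Lkb1 KO samples all lay below the 5 WT samples were those of Abca8a, a lipid transporter gene, and Lgr6, a receptor gene of the R-spondin pathway. Abca8a had a log2 fold change of -0.93 (standard error 0.17, adjusted p = 0.0089 from limma) and Lgr6 of -0.92 (standard error 0.16, adjusted p = 0.00714 from limma). The histone deacetylase gene Hdac9 fell by 0.84 and the arginine methyltransferase gene Prmt8 by 0.79 on the log2 scale. They were followed by Niban1 (-0.79), the actin-bundling gene Pls1 (-0.78), Olfr558 (-0.77), the insulin receptor-related gene Insrr (-0.77), the GTPase gene Rem2 (-0.68) and Uts2b (-0.66), all with an adjusted p under 0.05 from limma. In all, 17 genes were at least 1.5-fold lower at that threshold.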

**Figure S2.**
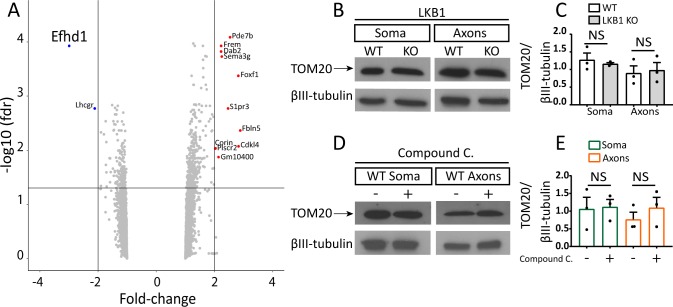
*Efhd1* is down-regulated in Liver kinase B1 (*Lkb1*) KO neurons. **(A)** Volcano plot of microarray analysis of dorsal root ganglions (DRGs) directly isolated from E13.5 embryos. **(B)** Immunoblot analysis of TOM20 expression using the filter cell culture system in WT and *Lkb1* KO E13.5 DRGs after 48 h of growth. **(C)** Quantification of TOM20 protein level to tubulin ratio in WT and *Lkb1* KO DRGs (unpaired *t* test soma and axons NS). **(D)** Immunoblot analysis of TOM20 expression using the filter cell culture system in WT DRGs treated with compound C for 8 h after 48 h of growth. **(E)** Quantification of TOM20 protein level to tubulin ratio in WT DRGs treated with compound C (unpaired *t* test soma and axons NS). All graphs show means ± SEM based on three individual experiments (N = 3). Source data are available for this figure.

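The genes past the 2-fold line of Fig S2A were nearly all higher in Lkb1 KO DRGs, with 12 higher and 1 lower at an adjusted p under 0.05 from limma. Of the genes labelled there, the cAMP phosphodiesterase gene Pde7b was at 9.38 ± 0.10 (SD, n = 5) in Lkb1 KO and 8.04 ± 0.09 (SD, n = 5) in WT, a log2 fold change of 1.34 (standard error 0.05, adjusted p = 5.73e-08 from limma). The elastic fibre gene Fbln5 rose by 1.53 on the log2 scale, and the kinase gene Cdkl4 was 2.83-fold and the sphingosine 1-phosphate receptor gene S1pr3 2.47-fold higher in Lkb1 KO. The mesenchymal transcription factor gene Foxf1 was at 7.21 ± 0.22 (SD, n = 5) in Lkb1 KO and 5.71 ± 0.06 (SD, n = 5) in WT, and the protease gene Corin at 6.80 ± 0.31 (SD, n = 5) and 5.78 ± 0.06 (SD, n = 5). No detection call was used, so that the change of a gene with a low WT level can be compressed. A second probe set of Foxf1 gave a log2 fold change of 0.56. The semaphorin gene Sema3g rose by 1.17, the endocytic adaptor gene Dab2 by 1.16, the basement membrane gene Frem2 (the label reads Frem) by 1.16, the scramblase gene Plscr2 by 1.03 and Gm10400, from a WT level of 6.01, by 1.10. A second, dim probe set of Dab2, at a mean of 4.61, had a log2 fold change of -0.010. In each of these 11 genes all Lkb1 KO samples lay above all WT samples. Across all genes, 1064 (5.34%) were separated in this way in one direction or the other, against 0.794% by chance. The 15 other splits that part all 5 replicate numbers separated a median of 86 genes and at most 300.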

Overall, these data show that Lkb1 pathway inhibition causes Efhd1 down-regulation in DRG neurons.

### Efhd1 is required for axonal growth in vitro

To investigate the physiological function of Efhd1, we generated an *Efhd1* KO mouse using the CRISPR–Cas9 technology (Fig S3A). Complete elimination of Efhd1 expression was confirmed by Western blot (Fig S3B). To determine if Efhd1 is required for axonal growth in DRG neurons in vitro, we first cultured DRG explants from WT and *Efhd1* KO E13.5 embryos for 48 h on PDL/laminin, which is highly permissive. Under these culture conditions, we have not observed any effect on axonal growth (Fig S4A–C). Next, we cultured E13.5 DRGs for 5 d in 3D collagen matrix. Axons were visualized by α-βIII-tubulin staining (Fig 2A and B). Under these conditions, axons of the *Efhd1* KO neurons measured consistently shorter (18%) compared with those from WT littermates (Fig 2E). These results are reminiscent of the *Lkb1* KO phenotype and are consistent with previous studies on Efhd1 (Tominaga et al, 2006), supporting the notion that Efhd1 is required for axonal growth in vitro.

**Figure S3.**
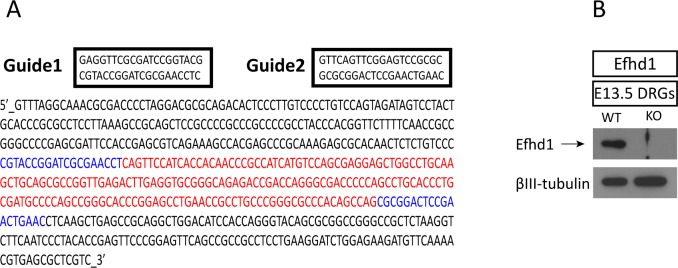
Generation of the *Efhd1* KO. **(A)** Schematic of *Efhd1* KO strategy by CRISPR. The appropriate section of DNA (marked in red, including the promoter and first exon) was deleted using two guides (marked in blue). **(B)** Immunoblot analysis of Efhd1 protein expression in WT and *Efhd1* KO DRGs directly isolated from E13.5 embryos. Source data are available for this figure.

**Figure S4.**
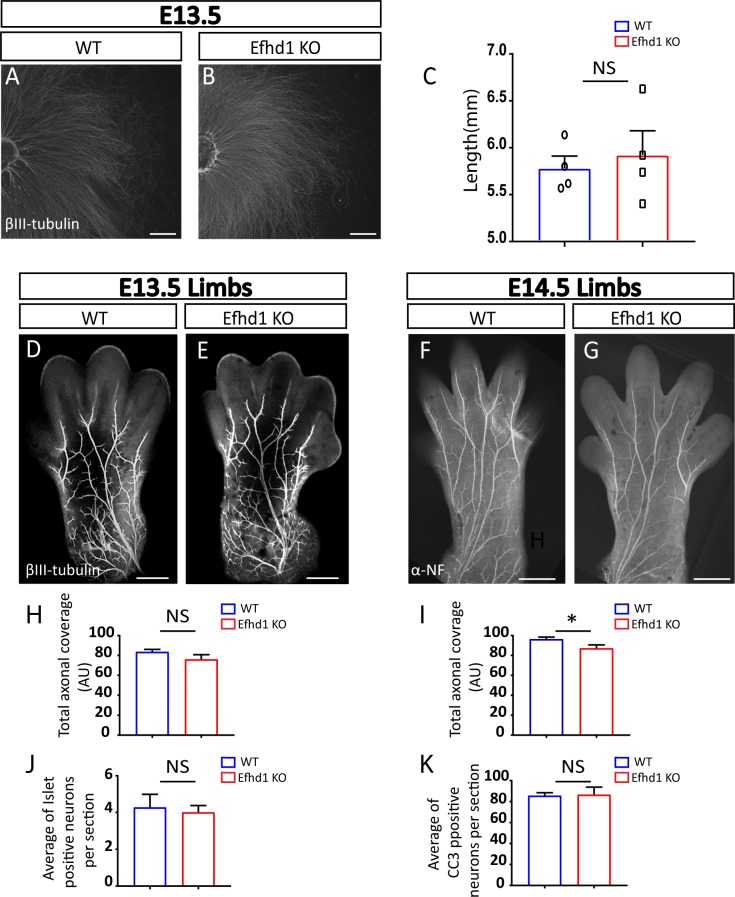
*Efhd1* KO embryos show reduced axonal growth in vivo. **(A, B)** Dorsal root ganglions (DRGs) from E13.5 embryos from WT and *Lkb1* KO E13.5 mouse embryos were plated on poly-D-lysine/laminin and stained with α-βIII-tubulin. Scale bar 1,000 μm. **(C)** Axonal length of eight WT and eight *Efhd1* KO DRG explants were quantified by four measurements in four independent experiments (N = 4). Graphs show means ± SEM (unpaired *t* test NS). **(D, E)** α-βIII-tubulin immunostaining of E13.5 limbs of WT and *Efhd1* KO embryos. Scale bar 500 μm. **(F, G)** Analysis of axonal morphogenesis in E14.5 limbs of WT and Efdh1 KO embryos as visualized by α-neurofilament staining. Scale bar 500 μm. **(H)** Quantification of overall axonal coverage (total axonal length that cover the limb’s surface) in WT and *Efhd1* KO E13.5 limbs. Five WT embryos (N = 5) and nine *Efhd1* KO (N = 9) embryos were analyzed; data for each embryo represent the average axonal coverage of both limbs. Graphs show mean ± SEM (unpaired *t* test NS). **(I)** Quantification of the overall axonal coverage (total axonal length that cover the limb’s surface) in WT and Efdh1 KO E14.5 limbs. Six WT embryos (N = 6) and eight *Efhd1* KO (N = 8) embryos were analyzed; data for each embryo represent the average of axonal coverage of both limbs. Graphs show means ± SEM (unpaired *t* test *P = 0.04). **(J, K)** Quantification of (J) Islet1 neurons and (K) apoptotic rate (anti-cleaved caspase-3 staining [CC3] in E15 WT and *Efhd1* KO DRGs). Six embryos of each genotype were analyzed (N = 6), with 60 sections/embryo. Graphs show mean ± SEM (unpaired *t* test NS).

**Figure 2.**
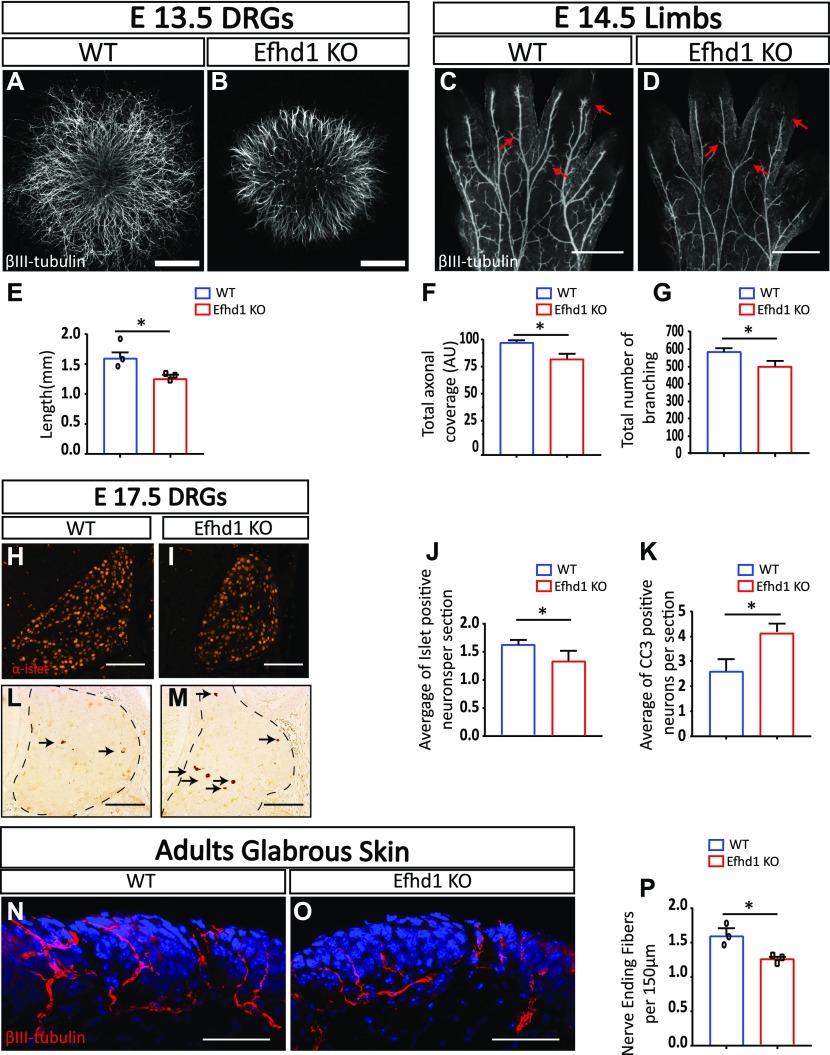
*Efhd1* KO neurons exhibit reduced axonal morphogenesis, neuronal cell loss, and decreased target innervation. **(A, B)** Dorsal root ganglion (DRG) explants placed in 3D collagen from WT and *Efhd1* KO E13.5 mouse embryos stained with α-βIII-tubulin. Scale bar: 1,000 μm. **(C, D)** Limbs from WT and *Efhd1* KO E14.5 mouse embryos, stained with α-βIII-tubulin. Arrows point missing axonal branches in the Efhd1 KO. Scale bar: 500 μm. **(E)** Axonal lengths of eight WT and eight *Efhd1* KO DRGs were quantified by four measurements in three independent experiments (N = 3). Graph shows means ± SEM (unpaired *t* test *P = 0.0237). **(F)** Overall axonal coverage (total axonal length that cover the limb’s surface). Graph shows means ± SEM (unpaired *t* test *P = 0.038). **(G)** Total number of branching was quantified. Graphs show means ± SEM (unpaired *t* test *P = 0.032). **(F, G)** Seven WT (N = 7) and eight *Efhd1* KO (N = 8) embryos were analyzed in (F, G), data for each embryo represent the average measurements of both limbs. **(H, I)** E17.5 WT and Efdh1 KO mouse embryos were stained with anti-Islet1. Scale bar: 100 μm. **(J)** Graph shows means ± SEM (unpaired *t* test *P = 0.011). **(L, M)** E17.5 WT and Efdh1 KO mouse embryos were stained with anti-cleaved caspase-3 (CC3). Scale bar: 100 μm. **(K)** Graph shows means ± SEM (unpaired *t* test *P = 0.020). Arrows point to the CC3-positive cells in the DRGs. **(J, K)** Five WT (N = 5) and seven *Efhd1* KO (N = 7) embryos were analyzed, and the numbers of Islet1-positive neurons (J) and of CC3 positive (K) were quantified in 60 sections/embryo. **(N, O)** Glabrous skin of adult hind limbs from WT and Efdh1 KO adult mice was stained with α-βIII-tubulin and visualized by confocal microscopy. Scale bar 100 μm. **(P)** Nerve-ending fiber quantification. Graph shows means ± SEM (unpaired *t* test *P = 0.013). 25 sections from each left hind limb of three WT (N = 3) and three *Efhd1* KO (N = 3) adult animals were analyzed.

### *Efhd1* KO sensory neurons display aberrant axonal development and increased cell death in vivo

Next, we assessed whether Efhd1 is also required for axonal morphology in vivo. To this aim, we visualized *Efhd1* KO and littermate WT limbs of E13.5 and E14.5 embryos and quantified axonal morphology by NeuroMath. At E13.5, the axonal patterns in WT and KO appeared identical (Fig S4D, E, and H). However, at E14.5 (Fig 2C and D), we detected a significant 18% reduction in the overall axonal coverage (Fig 2F) and a 19% decrease in the total number of branches (Fig 2G). Similar results were obtained using α-neurofilament staining (Fig S4F, G, and I).

We then investigated whether the lack of *Efhd1* provoked neuronal loss. To assess the extent of cell death in our system, we stained for the pan-DRG neuronal marker, Islet1, and processed (i.e., active) caspase-3, which is an indicator for apoptotic cell death. No differences were noted at E15.5 between the numbers of neurons and the apoptotic rates in *Efhd1* WT and KO DRGs (Fig S4J and K). In contrast, at E17.5, a significant decrease in neuronal numbers (28%) was detected in *Efhd1* KO DRGs (Fig 2H–J), along with an increased rate of apoptotic cells (36%) (Fig 2L, M, and K).

Having demonstrated that the aberrant phenotypes in *Efhd1* KO mice begin to arise during early development, we examined whether innervation in adult animals is also affected. After staining the hind limb glabrous skin with α-βIII-tubulin antibody (Fig 2N and O), we detected a significant reduction (33%) in the number of terminal fibers in *Efhd1* KO hind limb skin compared with the WT control (Fig 2P). Overall, these data suggest that Efhd1 is required in sensory neurons for axonal morphogenesis during development and for proper target innervation.

### *Efhd1* KO axons manifest lower ATP levels and shortened mitochondria

As Efhd1 is a mitochondrial protein, we examined whether its ablation affected energy homeostasis of the neuron. We measured ATP levels in WT and *Efhd1* KO neurons from E13.5 embryos and found that whereas no significant differences in ATP levels were observed between the corresponding WT and KO DRGs somas, the ATP levels of Efdh1 KO axons are much lower (49%) than that of WT axons (Fig 3A).

**Figure 3.**
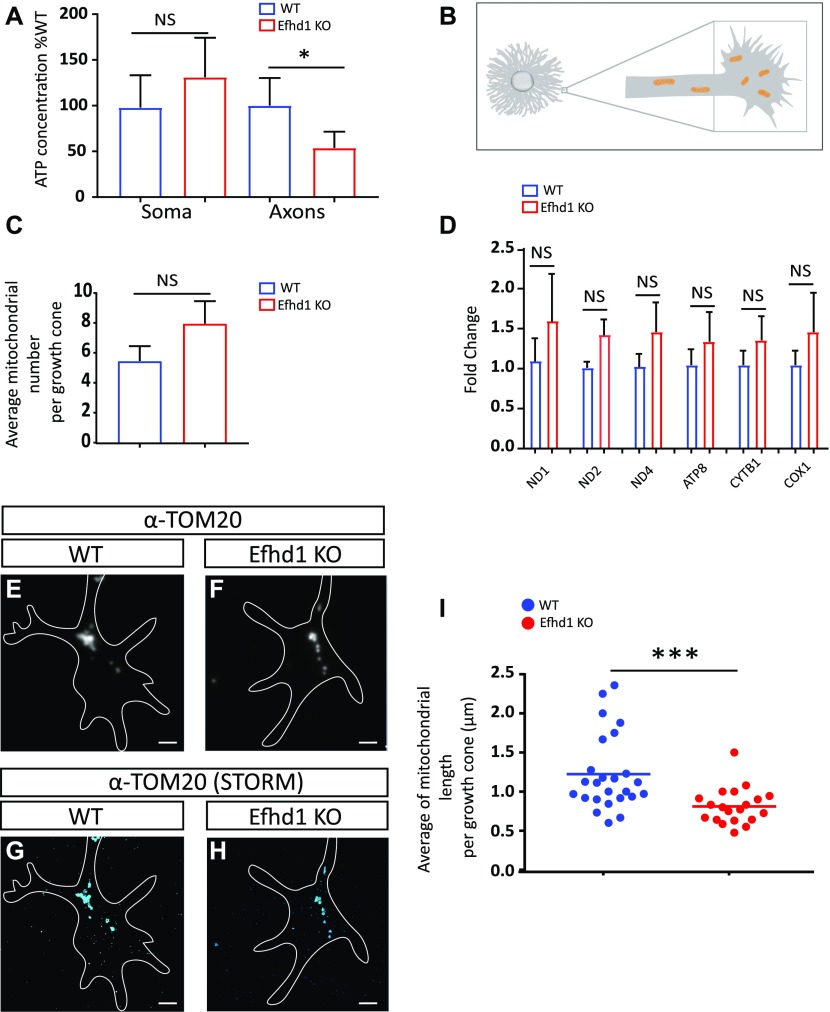
*Efhd1* KO axons exhibit decreased ATP levels and shortened mitochondria. **(A)** Soma and axonal ATP levels of cultured dorsal root ganglion neurons were measured using the filter cell culture system. Values are presented as the % of WT. Graph shows means ± SEM of 12 independent experiments (N = 12) (Wilcoxon signed rank test: soma = NS, axons *P = 0.0034). **(B)** Schematic illustration of the plated dorsal root ganglion explant, axon and growth cone (marked by square) from which mitochondria morphology and number were analyzed by TOM20 staining. **(C)** Quantification of the number of mitochondria per growth cones counted in the super-resolution images. Graphs show means ± SEM of 25 growth cones WT and 20 *Efhd1* KO (unpaired *t* test NS). **(D)** Real-time PCR analysis of six mitochondrial genes (ND1, NADH dehydrogenase subunit 1; ND2, NADH dehydrogenase subunit 2; ND4, NADH dehydrogenase subunit 4; ATP8, ATP synthase protein 8; CYTB1, cytochrome b COX1: cytochrome c oxidase subunit 1). Graph shows means ± SEM of four independent experiments (N = 4) (unpaired *t* test all NS). **(E, F)** Wide-field fluorescence image of anti-TOM20 staining. Scale bar 2 μm. **(E, F, G, H)** Super-resolution (STORM) images of anti-TOM20 staining of the same area of (E, F). Scale bar 2 μm. **(I)** Quantification of mitochondria length: each point represents the average mitochondria length in a single growth cone; >150 mitochondria were analyzed from each genotype, N = 25 WT growth cones and N = 20 Efhd1 KO growth cones. Graph shows means ± SEM (Mann–Whitney test: ***P = 0.0002).

Having established that axonal ATP is impacted by *Efhd1* deficiency, we reasoned that mitochondria numbers or morphology might also be affected. We examined mitochondria number in *Efhd1* KOs using two approaches. First, we directly counted the number of mitochondria at the axonal growth cones of DRG explant (see schematic illustration in Fig 3B) after visualizing them using super-resolution microscopy. No significant difference in mitochondrial number was observed between the WT and Efnd1 KO DRGs (Fig 3C). Next, we quantified the total mitochondria mass in DRG neurons by conducting real-time PCR analysis of six mitochondrial genes (Maryanovich et al, 2015; Ruggiero et al, 2017). No significant differences were detected between WT and Efnd1 KO DRGs by this approach as well (Fig 3D).

In parallel, we examined mitochondria morphology of the above samples. The mitochondria in *Efhd1* KO growth cones were significantly shortened compared with those in WT organelles (0.77 versus 1.13 μm, respectively) (Fig 3E–I). Together, these results demonstrate that lack of *Efhd1* results in metabolic dysfunctions in sensory axons, which correlates with reduced axonal morphogenesis and aberrant mitochondria morphology.

### Ablation of *Efhd1* causes mitochondrial dysfunction in sensory neurons

Our observations that *Efhd1* KO neurons have similar number of axonal mitochondria with irregular morphology prompted us to directly examine the mitochondrial oxidative phosphorylation (OXPHOS)-mediated ATP production activity in these cells. We used the oxygen consumption rate, as measured by the Seahorse XF96 system, as a readout of OXPHOS. An equal number of E13.5-dissociated DRGs were plated on PDL/laminin for 4 d, and the mitochondrial activity measurements were preformed according to Styr et al (2019). The *Efhd1* KO neurons exhibited clear reduction in the basal mitochondria respiration (Fig 4A–C), ATP-linked respiration, and ATP production (Fig 4A and D). We also detected significant reduction in the spare respiratory capacity (SRC) based on multi-comparison Sidak’s test (Fig 4B). However, when the SRC was calculated according to the baseline of each genotype, we did not detected any significant difference (Fig 4E). Therefore, we cannot conclude that the SRC is defective in the *Efhd1* KO. No differences were detected in the non-mitochondrial respiration (proton leak) activity (Fig 4A, B, and F). Overall, our data show that Efhd1 is required for mitochondrial activity and ATP production under basal conditions in sensory neurons.

**Figure 4.**
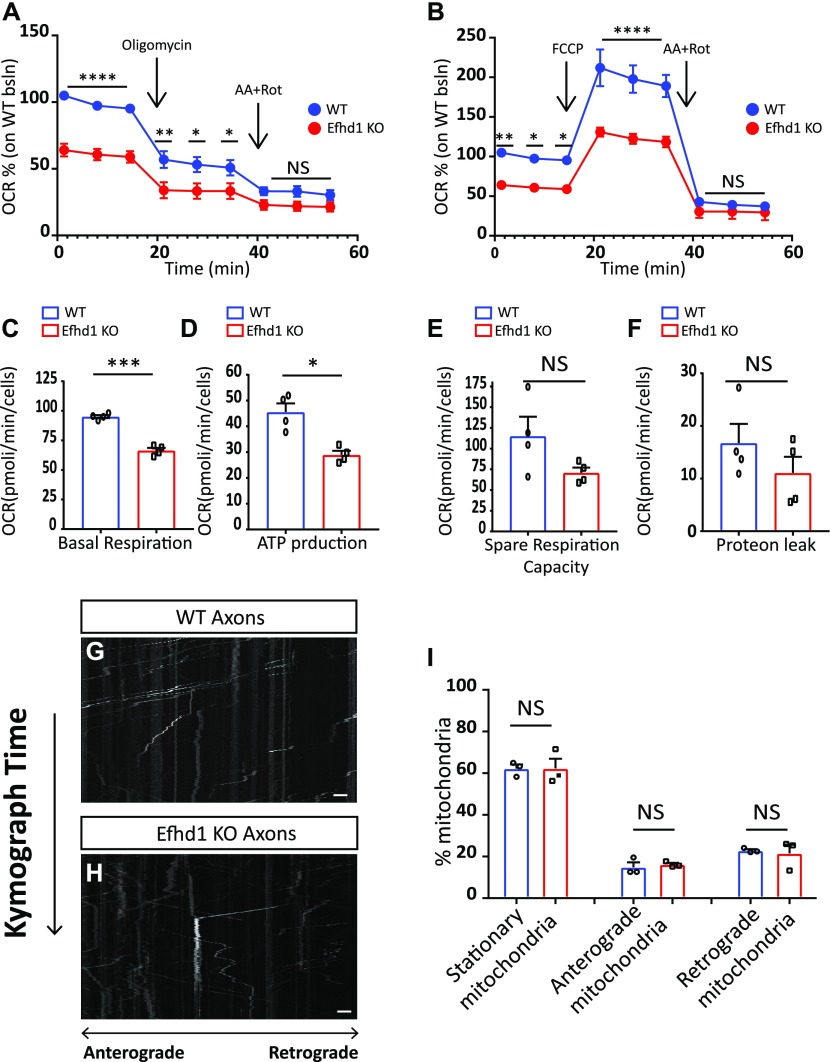
*Efhd1* KO neurons show decrease in mitochondrial activity. **(A, B)** Analysis of the oxygen consumption rates (OCRs) in dissociated dorsal root ganglion (DRG) from E13.5 WT and *Efhd1* KO embryos by the Seahorse Bioscience XF96 analyzer. **(A, B)** First, the basal respiration was measured, then (A) oligomycin (1 μM) was added to measure the ATP production, and (B) FCCP (4 μM) was added to measure the spare respiratory capacity. The respiration was stopped and non-mitochondrial oxygen consumption was measured after injection of 0.5 μM rotenone (Rot) and 0.5 μM antimycin A (AA). Data are presented as the % of the WT baseline (bsln). The analysis is based on four independent biological experiments, (N = 4) in each experiment, at least nine wells were used for each condition for each genotype. **(A, B)** Two-way ANOVA test was performed with Sidak’s multi-comparison test: (A) Baseline point 1-2-3,****P ≤ 0.0001, Oligomycin point 1 **P = 0.004, point 2 *P = 0.0195 point 3 *P = 0.0462, rotenone and antimycin *P* = NS; (B) baseline point 1 **P = 0.0041, point 2 *P = 0.0132, point 3 *P = 0.0147, FCCP point 1-2-3 ****P ≤ 0.0001, rotenone and antimycin *P* = NS. **(C, D, E, F)** Graphical quantification of (C) basal respiration, (D) ATP production, (E) spare respiratory capacity, and (F) non-mitochondrial ATP production (proton leak) (C: unpaired *t* test ***P = 0.001, D: unpaired *t* test **P = 0.0042, E, F: unpaired *t* test NS). Graphs show means ± SEM of OCR that are based on four independent biological experiments (N = 4), in each experiment, at least nine wells were used for each condition for each genotype. **(G, H)** Mitochondrial kymograph of axonal mitochondria motility in dissociated neurons from E13.5 DRGs WT and *Efhd1* KO. Scale bar 2 μm. **(I)** Quantification of the percentage of stationary, anterograde, and retrograde mitochondria in WT and *Efhd1* KO neurons. All graphs show mean ± SEM based on three experiments (N = 3); DRGs were dissected from three WT (N = 3) and three *Efhd1* KO (N = 3) embryos (stationary mitochondria: unpaired test NS, anterograde mitochondria: unpaired *t* test NS, retrograde mitochondria: unpaired *t* test with Welch’s correction NS).

Last, we tested if the deficits in mitochondrial activity are also associated with changes in mitochondrial motility. *Efhd1* KO and WT neurons were plated on PDL/laminin-coated microfluidics chambers for 72 h (Maor-nof et al, 2016). The mitochondria were labeled by MitoTracker, which localizes to mitochondria regardless of their membrane potential, and the cells were imaged for 6 h (Ionescu et al, 2016). We did not detected any change in the overall pattern of mitochondrial motility in the *Efhd1* KO neurons (Fig 4G–I).

### *Efhd1* KO sensory neurons have activated metabolic stress signaling

The mitochondrial dysfunction observed in Efdh1 KO axons prompted us to examine the activation status of AMPK in those neurons. We discovered that, unlike in *Lkb1* KOs, AMPK is hyper-phosphorylated in *Efhd1* KO axons and DRGs as compared with the WT control, both in vitro (Figs 5A and C and S5A) and in vivo (Figs 5B and F and S5B). Consistently, we also detected higher phosphorylation of the canonical AMPK target, ACC, in the soma and axons of *Efhd1* KO DRGs compared with WT (Figs 5A and D and S5C). As AMPK also regulates the recycling of aberrant mitochondria via mitophagy through stimulation of Ulk (Toyama et al, 2016; Zhang & Lin, 2016), we tested whether this pathway is enhanced in *Efhd1* KOs. In line with AMPK activation, Ulk serine-555 phosphorylation was markedly elevated in the *Efhd1* KO DRGs both in vitro (Figs 5A and E and S5D) and in vivo (Figs 5B and G and S5E).

**Figure 5.**
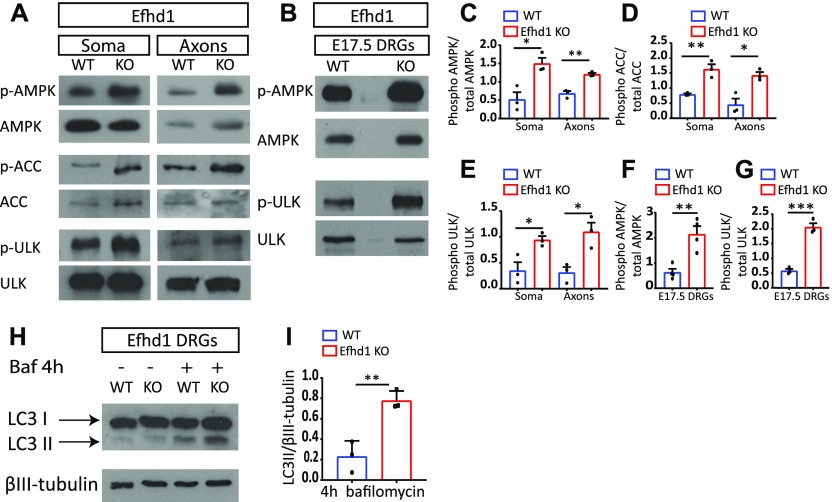
*Efhd1* KO sensory neurons display AMPK and Ulk activation along with increased autophagic flux. **(A)** Immunoblot analysis of AMPK and Ulk activation in E13.5. Dorsal root ganglion (DRG) explants were grown on the filter cell culture system for 48 h. AMPK (Thr172), ACC (Ser79), and Ulk (Ser555) phosphorylation status were analyzed. **(B)** AMPK (Thr172) and Ulk (Ser55) phosphorylation status were analyzed by immunoblot of in vivo (directly extracted) E17.5 DRGs. **(C, D, E, F, G)** The ratio of phosphorylated to total levels of protein normalized to tubulin was quantified using ImageJ levels in E13.5 (C, D, E) and E17.5 (F, G) DRGs was quantified using ImageJ. **(C, D, E)** AMPK: soma *P = 0.0168, axons **P = 0.0022, (D) ACC: soma **P = 0.0069, axons *P = 0.0131, (E) Ulk: *t* test soma *P = 0.0287, axons *P = 0.0185. Graphs show means ± SEM based on three independent experiments (N = 3), unpaired *t* test was used for all. **(F, G)** AMPK: *t* test **P = 0.0038 (G) *t* test ***P = 0.0005. All graphs show means ± SEM based on N = 4 (p-AMPK) and N = 3 (p-Ulk) independent experiments, unpaired *t* test was used for both. **(H)** Immunoblot of LC3I and LC3II levels of WT and *Efhd1* KO DRGs treated with bafilomycin (100 nM) for 4 h. **(I)** The ratio of LC3-II to tubulin was quantified with ImageJ. Graphs show means ± SEM based on three independent experiments (N = 3) (unpaired *t* test **P = 0.006). Source data are available for this figure.

**Figure S5.**
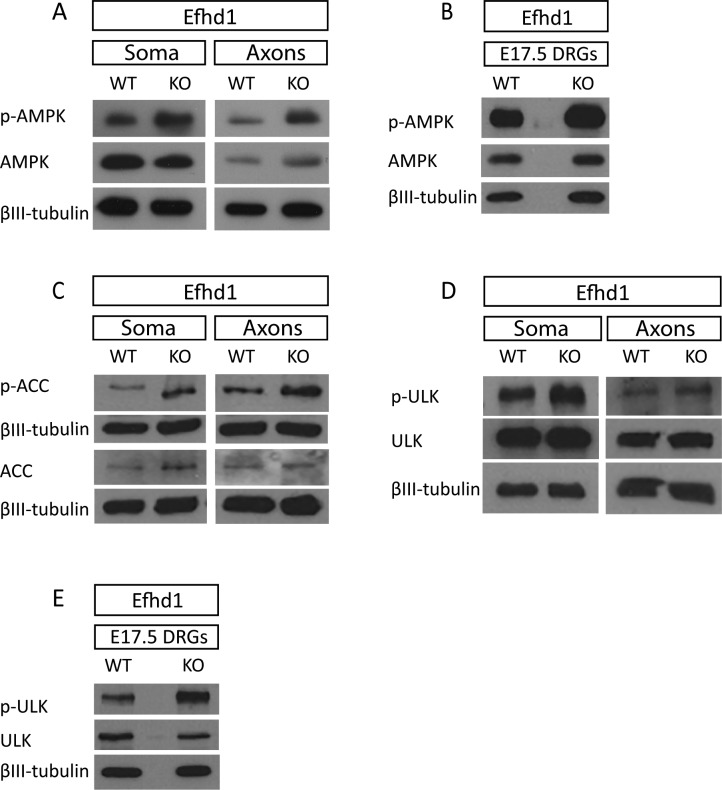
Immunoblot analysis presented with relative loading controls. **(A, B, C, D, E)** Complete immunoblot analysis with loading controls that were used for the quantifications in Fig 5.

Next, we tested if there is an increase in autophagic flux in *Efhd1* KO neurons. We cultured WT and *Efhd1* KO DRG neurons in the presence of the lysosomal inhibitor bafilomycin. Under these conditions, autophagic vesicles are not degraded, allowing accumulation of the lipidated form of the LC3 protein (Zhang et al, 2012; Jiang & Mizushima, 2015; Redmann et al, 2017). Although, as expected, bafilomycin caused an increase in the levels of lipidated LC3 (LC3-II) in WT neurons, we detected a further increase in LC3-II levels in the *Efhd1* KO neurons (Fig 5H and I). These results support the notion that autophagic flux is enhanced in *Efhd1* KO cells, presumably to recruit and recycle the aberrant, dysfunctional mitochondria. This agrees with our finding that AMPK and Ulk are activated in *Efhd1* KO cells. Overall, these results suggest that *Efhd1* ablation triggers the activation of metabolic stress pathways in an attempt to compensate for metabolic deficits.

## Discussion

In this study, we have identified a metabolic regulator of axonal morphogenesis. We generated and characterized a mouse model that lacks the key metabolic regulator Lkb1. Our data demonstrate that when *Lkb1* is ablated in the PNS during early development, neurons display reduced axonal growth both in vivo and in vitro. Cultured *Lkb1* KO neurons exhibit a decrease in axonal ATP levels (Fig 6A). Despite this decrease and the consequently elevated cellular stress level, we did not detect increased phosphorylation of AMPK, which is considered to be the sensor of cellular stress (Hawley et al, 2003; Hardie, 2007). These data are in line with the abundance of reports demonstrating that Lkb1 is the principal AMPK kinase (Hawley et al, 2003; Shackelford & Shaw, 2009; Alexander & Walker, 2011).

**Figure 6.**
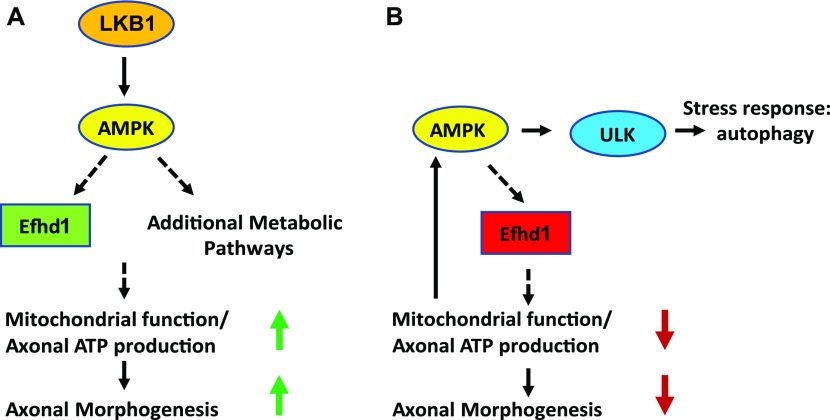
Regulation of axonal morphogenesis by Efhd1. **(A)** Lkb1 controls mitochondrial homeostasis and axonal ATP production, through Efhd1 and additional pathways that are required for axonal morphogenesis. **(B)** Complete ablation of *Efhd1* causes reduction in the axonal ATP levels and mitochondrial abnormalities. This results in the activation of AMPK and Ulk and increased autophagic flux, which is correlated with reduced axonal morphogenesis.

To identify new regulators of energy homeostasis, we searched for alterations of gene expression in *Lkb1* KO cells. The expression of Efhd1 was significantly reduced in the KO neurons. We also found it to be down-regulated in sensory neurons upon pharmacological inhibition of AMPK. These results imply that Efhd1 might be an effector of the Lkb1–AMPK pathway. Additional studies are required to establish if the Lkb1–AMPK pathway directly controls Efhd1 levels, and if so, the exact mode of regulation.

Our results suggest that Efhd1 is required in sensory neurons for mitochondrial morphology and function. Interestingly, effects of its ablation are mostly manifested in the axons. This may be due to the fact that axons are more sensitive to mitochondrial dysfunction because of their length or because other metabolic pathways compensate more efficiently in the soma. Our in vivo analysis also supports the idea that axons are more sensitive to the lack of *Efhd1*, as we detected axonal phenotypic changes as early as E14.5, whereas enhanced cell death was only observed at E17.5.

Our biochemical analysis shows that the *Efhd1* KO neurons respond to mitochondrial dysfunction by activating metabolic stress pathways, as manifested by the hyper-phosphorylation of AMPK. Although activated AMPK normally rescues the metabolic cellular function in stress condition (Gwinn et al, 2008; Toyama et al, 2016), in late stages of DRGs development (E17.5), we observed an increased incidence of apoptotic death of *Efhd1* KO cells, suggesting that the energy imbalance at this stage cannot be completely resolved despite enhanced AMPK activity. Consistent with the higher apoptotic rate observed at E17.5, innervation of the adults *Efhd1* KO skin was significantly sparser compared with WT.

The presence of aberrantly dysfunctional mitochondria in the *Efhd1* KO axons raises the notion that mitophagy might be activated in *Efhd1* KO DRGs. Indeed, we found enhanced Ulk phosphorylation at serine-555, which facilitates mitophagy in response to AMPK activation and increases the overall autophagic flux (Toyama et al, 2016) (Fig 6B). In line with our results, a recent study revealed that mitochondria shortening and the fission process can be directed by AMPK through the mitochondrial fission factor protein. Once AMPK is activated in response to cellular stress, the mitochondrial fission factor is phosphorylated and promotes the constriction and fission of mitochondria, prompting their engulfment by mitophagosomes (Toyama et al, 2016; Zhang & Lin, 2016).

The exact mitochondrial function of Efhd1 remains to be discovered. Previous studies linked Efhd1 to metabolic regulation in the development of bone marrow cells (Stein et al, 2017) and to the activation of mitoflashes, short stochastic superoxide bursts during cellular respiration (Hou et al, 2016). Notably, Efhd1 modulation was described earlier in a neuronal cell line where Efhd1 overexpression resulted in neurite extension, whereas its down-regulation caused neurite reduction and subsequent cell death (Tominaga et al, 2006). Given its calcium-binding capacity (Tominaga et al, 2006), it is tempting to speculate that Efhd1 may serve as a new link between the mitochondrial Ca^2+^ and the mitochondria OXPHOS. Multiple studies have clearly demonstrated that Ca^2+^ is a physiological regulator of OXPHOS and that it can facilitate the activation of several enzymes in the tricarboxylic acid (TCA) cycle (Rizzuto et al, 2012). Upon Ca^2+^ binding by its EF-hand domain, Efhd1 may directly interact with proteins of the OXPHOS machinery in the mitochondrial inner membrane and stimulate their activity. Then, when Efhd1 function is impaired, either partially or completely (as in *Lkb1* KO and *Efhd1* KO, respectively), this Ca^2+^-dependent regulation of ATP production would be compromised. This may trigger mitochondrial stress due to unmet energy demand during axonal growth, provoking mitochondria recycling through mitophagy.

Despite their sensory neurons’ mitochondrial dysfunction, resultant aberrant axonal growth, and neuronal loss, mice with *Efhd1* deficiency are viable, are fertile, and have normal appearance and behavior in the cage. Moreover, *Efhd1* KO DRGs and axons display only limited defects in vitro and in vivo, highlighting the specific contribution of Efhd1 to axon-remodeling processes but not to basal homeostasis of the soma.

This study presents a new pathway of mitochondrial regulation. Lkb1, already known as a master metabolic regulator (Shaw et al, 2004; Shackelford & Shaw, 2009; Alexander & Walker, 2011; Pooya et al, 2014) modulates expression of the mitochondrial protein Efhd1. As demonstrated herein, Efhd1 has a unique and crucial role in axonal development of the PNS.

## Materials and Methods

### Mouse strains: Lkb1 and Efhd1

The *Lkb1* conditional KO mouse line was established by crossing *Lkb1* flox mice (Swisa et al, 2015) with Wnt1–Cre transgenic mice. The Wnt1–Cre transgene is expressed in neural crest cells (progenitors of [DRG] neurons and glia), and in the midbrain and dorsal neural tube of the CNS (Charron et al, 2003). Wnt1 expression starts at the embryonic day 8 (E8) in the midbrain and is expressed in its full pattern by E9 (Charron et al, 2003). The *Lkb1* KO mice die shortly after birth.

The *Efhd1* KO mouse line was generated by CRISPR–cas9 technique. The following two guide RNAs were used to delete a part of the *Efhd1* gene coding region and its promoter:

Guide 1: sgRNA1-top: CACCgGAGGTTCGCGATCCGGTACG, sgRNA1-bottom: AAACCGTACCGGATCGCGAACCTCc.
Guide 2: sgRNA2-top: CACCgGTTCAGTTCGGAGTCCGCGC, sgRNA2-bottom: AAACGCGCGGACTCCGAACTGAACc.

The *Efhd1* KO mice are viable and appear indistinguishable from their WT sibs in cage environment. Mice are of mix genetic background in all of the experiments, and we used littermate (WT) controls. Mice were hosed in specific pathogen-free facility, under 50% humidity, 12-h light/dark cycle, 22^c^ with standard diet (18% protein, 5% fat). All animal experiments followed protocols approved by The Weizmann Institute of Science Institutional Animal Care and Use Committee.

### Explant culture, medium, and culture method

DRG explants of E13.5 mice were aseptically removed from E13.5 embryos in L15 medium (L15 powder [MFCD00217482; Sigma-Aldrich]) dissolved in filtered distilled water (FDW) with 5% fetal bovine serum (10091148; Gibco). Chambers and filter plates: insert (cell culture insert, six-well hanging insert, 1 μm PET, MCRP06H48; Millicell), eight chambers (cell culture slide eight well, 30108; Life Science Co. Ltd.), six-well plate (140675; Thermo Fisher Scientific), and cell culture dish (430156; Merck). The coating was done for 1 h with PDL (P6407; Sigma-Aldrich) diluted in FDW, final concentration 0.01 mg/ml and, after washing briefly with FDW, laminin (114956-81-9; Sigma-Aldrich), and diluted in filtered F12 (01-095-1A; Biological Industries) for 2 h at 37°C at a final concentration of 10 μg/ml. The plated explants were grown for 48 h in complete NB (10888022; Thermo Fisher Scientific) supplemented with 2% B27 (17054-044; Thermo Fisher Scientific), 1% penicillin–streptomycin solution (03–0311B; Biological Industries), 1% glutamine (25030081; Gibco), and 12.5 ng/ml NGF (CAS 866405-64-3).

For protein analysis, DRGs were plated in the insert, growth for 48 h in NB plus NGF, and the cell bodies and the axons were lysed followed by Western blot of the samples. When indicated, 20 μM compound C (CAS 866405-64-3; Sigma-Aldrich) for 8 h or 100 nM bafilomycin (LC Laboratories) for 4 h was added after 48 h of cell growth in NB. The cultures were then lysed and processed for Western blot.

For immunofluorescent staining, DRGs were plated in eight chambers or cell culture plates for 48 h in NB plus NGF, fixed with 4% formaldehyde for 1 h at room temperature, and stained using mouse tubulin βIII antibody. Images were taken with DS-Qi2 fluorescent microscope, Nikon.

### 3D collagen cultures

Collagen cultures were performed as previously described (Charron et al, 2003; Romi et al, 2014). Briefly, DRGs, dissected as described above, were embedded in 2 mg/ml collagen matrix (1179179001; Roche) supplemented with NB plus NGF. After 5 d in culture, the explants were fixed with 4% formaldehyde and stained using mouse tubulin βIII antibody. DRGs were visualized with Leica MZ16F binoculars (Nikon), axonal length was measured using ImageJ software.

### Sample lysis and immunoblot quantification

Two different cell lysis buffers were used for Western blot analysis:

1) RIPA buffer (50 mM Tris, pH 7.4, 150 mM NaCl, 1% NP40, 0.1% SDS, 0.5% deoxycholate, and 1 mM EDTA in double distilled water) supplemented with cOmplete protease inhibitor cocktail (5892791001; Roche), PMSF (CAS 329-98-6; Sigma-Aldrich), and phosphatase inhibitor cocktails 1 and 2 (P5726; Sigma-Aldrich).
2) Triton-lysis buffer (150 mM NaCl, 10% glycerol, 1% Triton X-100, and 10 mM Tris, pH 7.4, in double distilled water) supplemented with cOmplete protease inhibitor cocktail, PMSF, and phosphatase inhibitor cocktails 1 and 2.

All the samples were lysed in RIPA buffer (1), except the samples from E13.5 embryos used to detect P-Ulk ser 555/Ulk tot, P-ACC/ACC tot, for which the lysis was performed with lysis buffer (2). Immunoblots for P-AMPK, P-Ulk, and LC3 I-II at E13.5 and P-Ulk and P-AMPK at E17.5 were loading-normalized by re-probing the original membranes with the respective loading control (tubulin βIII or β-actin) and total protein antibodies (total AMPK, Ulk, and tubulin βIII for LC3). The immunoblots were scanned and analyzed using ImageJ program. The samples for assessment of P-ACC/ACC at E13.5 were split and loaded on two pairs of identical gels. The intensities of the phosphorylated and the total forms detected on the first set of gels were then normalized on the tubulin βIII or β-actin as detected on the corresponding replica gel set, and then the values of the phosphorylated form/tubulin βIII or phosphorylated form/β-actin ratios were further adjusted relative to the ratios of total/tubulinβIII or total/β-actin.

### Immunostaining

After fixation with 4% formaldehyde. DRGs placed in the collagen matrix were gently washed with PBS. Blocking was done with 3% BSA (160069; MP Biomedicals, LLC) and 0.1% Triton X-100 (CAS900-93-1; Sigma-Aldrich) in PBS for 1 h. The blocking solution was used for incubation with primary and secondary antibodies. PBS washes were made between each step.

### Whole-mount embryo limbs

Limbs of E13.5 and E14.5 embryos were stained with anti-tubulin βIII antibody and anti-neurofilament antibody 2H3 following the iDisco methodology (Renier et al, 2014). For total axonal coverage and branching quantification, the NeuroMath software was used (Rishal et al, 2013). The numbers of samples processed in each experiment are specified in the corresponding figure legends.

### Gene expression microarray

DRGs from E13.5 *Lkb1* KO and WT embryos were harvested and RNA extracted as described in Rio et al (2010). For each sample, we pooled DRGs from two embryos. Overall, we analyzed the data from 10 microarrays, profiling five *Lkb1* KO and five WT samples. cDNA library construction and microarray hybridization were performed at the microarray unit of the Weizmann Institute of Science. Data were analyzed using MATLAB, false discovery rate 0.01.

Data are available at https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE146756.

### Immunohistochemistry of mouse embryos sections

E15.5–E17.5 embryos were fixed for 24 h in 4% formaldehyde and stained as described in Maor-nof et al (2016) with anti-Islet and anti-cleaved caspase-3 antibody. Numbers of embryos and sections used in individual experiments are specified in the figure legends.

The number of Iset1-positive neurons per DRG was calculated by computational approach as described in detail in Maor-nof et al (2016). The number of cleaved caspase-3–positive neurons was manually counted in ImageJ.

### Adult skin innervation

The hind limb glabrous skin of 2-mo-old mice was stained as described in Marvaldi et al (2015) (Zylka et al, 2005). For the nerve quantification, the fiber number per 150 μm in the selected epidermis area was counted as described in Marvaldi et al (2015). The numbers of mice, limbs, and sections analyzed are specified in the figure legends.

### ATP measurement

Whole explants or axonal samples derived from *Lkb1* KO, *Efhd1* KO, and WT inserts were collected in 100 mM Tri and 4 mM EDTA, pH 7.75, and incubated for 2 min at 90°C. ATP concentration was measured using ATP Bioluminescence Assay Kit CLS II (11699695001; Roche). Whole protein level in the same samples were quantified (BCA protein assay kit; Pierce). The ATP measurements were then normalized to the protein concentration.

### Antibodies

Anti-tubulin βIII antibody (clone Tuj1; R&D Systems), at 1:20,000 for Western blot, 1:1,000 for immunoistochemistry (IHC) staining. P-AMPK thr172: phospho-AMPK-α (Thr172) (40H9) Cell Signaling, at 1:1,000. AMPK: AMPK-α (23A3) Cell Signaling, at 1:1,000. P-ACC ser 79: phospho-ACC (Ser79) Cell Signaling, at 1:1,000. ACC: anti-acetyl coenzyme A carboxylase antibody [EP687Y], AB-ab45174 Abcam, at 1:2,000. P-ULK ser555: phospho-ULK1 (Ser555) (D1H4) Cell Signaling, at 1:1,000. Caspase-3-cleaved: cleaved caspase-3 (Asp175) Cell Signaling, at 1:200. Islet antibody: Developmental Studies Hybridoma bank 39.3F7, at 1:200. Tom20: Santa Cruz Tom20 (FL-145): sc 11415, at 1:1,000 for immunofluorescence (STORM analysis) and TOM20 (D8T4N) Cell Signaling at 1:1,000 for immunoblot. β-Actin: β-Actin (13E5) Cell Signaling, at 1:20,000. Efhd1 antibody was a kind gift from the laboratory of Yasuhiro Tomooka (Tokyo University of Science), at 1:1,000. Anti-neurofilament antibody 2H3, Developmental Studies Hybridoma bank, at 1:200.

Antimouse and antirabbit antibodies conjugated with Alexa 549, Alexa 488, or Alexa 647 fluorophores were used at 1:200 (Jackson ImmunoResearch Laboratories). Secondary antibodies for Western blotting: goat antimouse IgG-HRP (JIR 155-035) and goat antirabbit IgG-HRP (JIR 111-035) from Jackson, both at 1:5,000.

### Stochastic optical reconstruction microscopy (STORM) imaging

DRGs from E13.5 embryos were plated on cell culture dish as described above.

Three-dimensional super-resolution images were recorded using a Vutara SR200 STORM microscope (Bruker) based on single-molecule localization biplane technology with 60× Olympus water-immersion objective (1.2 NA). Mitochondria (anti-TOM20 staining) labeled with AlexaFluor 647 were imaged using 640-nm excitation laser and 405-nm activation laser in an imaging buffer composed of 5 mM cysteamine, oxygen scavengers (7 μM glucose oxidase and 56 nM catalase) in 50 mM Tris with 10 mM NaCl, and 10% glucose at pH 8.0. Images were recorded using Evolve 512 EMCCD camera (Photometrics) with gain set at 50, frame rate at 50 Hz, and maximal power of 640 and 405 nm lasers set at 6 and 0.05 kW/cm^2^, respectively. The total number of frames acquired was typically 15,000. Data analysis was performed using Vutara SRX software, localized particles were subjected to threshold value (set to 5) that is defined in Vutara SRX as standard deviations above the frame background value, which is determined based on the mean value of the border pixels in each frame. Mitochondrial length was manually analyzed using the SRX Vutara Software.

### Mitochondrial DNA quantification

DRGs were cultured in six-well chambers as described above. On the second day, the cultures were treated with FUDR (5-fluoro-2′-deoxyuridine, CAS 50-91-9, 100 nM; Merck) for 8 h. On the third day, FUDR was removed. On the fifth day, DNA was extracted with the MasterPure DNA purification kit (Cat. no. MCD85201; Epicentre), and quantitative real-time PCR was performed using SYBR Green (Cat. no. 4385612; Applied Biosystems). Expression levels were determined using the comparative cycle threshold (2^−ΔΔCt^) method. 18S ribosomal RNA served as housekeeping genes.

Primers used were as follows:

**ND1**: FWD: 5′-TGCACCTACCCTATCACTCA-3′
REV: 5′-GCTCATCCTGATCATAGAATGG-3′
**ND1 and ND4**: FWD: 5′-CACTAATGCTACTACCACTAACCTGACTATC-3′
REV: 5′-TGTCATAGAAGTGTTAGGCTGGTTAA AC-3′
**Cytb1**: FWD: 5′-ACG TCC TTC CAT GAG GAC AA-3′
REV: 5′-GAG GTG AAC GAT TGC TAG GG-3′
**COX1**: FWD: 5′-GCCTTTGCTTCAAAACGAGA-3′
REV: 5′-GGTTGGTTCCTCGAATGTGT-3′
**MT-ATP8**: FWD: 5′-GCCACAACTAGATACATCAACATGA-3′
REV: 5′-GGTTGTTAGTGATTTTGGTGAAGGT-3′
**18S**: FWD-5′-AAACGGCTACCACATCCAAG-3′
REV-5′-CCTCCAATGGATCCTCGTTA-3′

### Mitochondrial respiration studies (Seahorse)

For the mitochondrial respiration studies, DRGs were dissected as described above, washed in HBSS, and dissociated by incubation in trypsin–EDTA solution B (03-052-1B; Biological Sciences) for 5 min. After trypsinization, dissociated DRGs were suspended in L15 plus serum and plated at a concentration of 30 × 10^4^ on PDL/laminin (described above)–coated XF 96 plates (102601-100; Agilent) with neurobasal (described before). On the second day, FUDR (100 nm) was added to the media for 4 h to eliminate dividing cells, thus obtaining a purer neuronal culture. On day 4, mitochondrial respiration was examined using the Seahorse XF96 analyzer (Agilent) and the XF Cell Mito Stress Test Kit according to the manufacturer’s instructions and as described in Karkucinska-Wieckowska et al (2015), Ruggiero et al (2017), Styr et al (2019). The analysis was performed in two parallel experiments as described in Styr et al., 2019. Briefly, in the first, respiration was measured under basal conditions and in response to the ATP synthases inhibitor oligomycin (1 μM), whereas in the second, respiration was measured under basal condition and in the presence of the electron transport chain accelerator ionophore FCCP (trifluorocarbonylcyanide phenylhydrazone, 4 μM). In both experiments, respiration was stopped by addition of the electron transport chain inhibitors rotenone and antimycin A (both at 0.5 μM). The neurons were then fixed with 4% formaldehyde and stained with tubulin βIII antibody. The plates were imaged, and the number of neurons was recalculated. Respiration values were normalized to the number of neurons. For each condition (oligomycin and rotenone/antimycin, and FCCP and rotenone/antimycin), we preformed four independent experiments; at least nine wells were used for each genotype, in each experiment. The baseline graph was generated by analyzing the third value of the baseline, in all the experiments. The ATP production graph was generated by subtracting the first value after oligomycin treatment from the third value of the baseline, in all the experiments. The SRC graph was generated by subtracting the third baseline value from the first value after FCCP injection, in all the experiments. The proton leak graph was generated by subtracting the first value after the injection of rotenone and antimycin from the third value after oligomycin injection, in all the experiments.

### Mitochondrial motility

E13.5-dissociated DRGs (described above) from *Lkb1* and *Efhd1* KOs and their respective control neurons were plated on PDL/laminin–coated microfluidic chambers. After 72 h, the mitochondria were labeled by 5 nM TMRE (tetramethylrhodamine ethyl ester; Thermo Fisher Scientific) in the *Lkb1* KO experiments and MitoTracker (M7514; Thermo Fisher Scientific) in the *Efhd1* KO experiments and imaged for 6 h. Motility analyses were performed by ImageJ as described in Ionescu et al (2016).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 7.0 software, Mean ± SEM is presented. The number of experiments (N) is indicated the figure legends. Normality of the data was defined using the Shapiro–Wilk normality test. For non-normally distributed data, Wilcoxon signed rank test and Mann–Whitney test were performed. For normally distributed homoscedastic data. two-tailed Student’s *t* test was used and for non-homoscedastic *t* test with Welch’s correction. For the Seahorse analysis, two-way ANOVA test and Sidak’s multi-comparison test were performed.

## Supplementary Material

Reviewer comments

## References

[bib1] AlexanderA, WalkerCL (2011) The role of LKB1 and AMPK in cellular responses to stress and damage. FEBS Lett 585: 952–957. 10.1016/j.febslet.2011.03.01021396365

[bib2] BarnesAP, LilleyBN, PanYA, PlummerLJ, PowellAW, RainesAN, SanesJR, PolleuxF (2007) LKB1 and SAD kinases define a pathway required for the polarization of cortical neurons. Cell 129: 549–563. 10.1016/j.cell.2007.03.02517482548

[bib3] CharronF, SteinE, JeongJ, McMahonAP, Tessier-LavigneM (2003) The morphogen sonic hedgehog is an axonal chemoattractant that collaborates with Netrin-1 in midline axon guidance. Cell 113: 11–23. 10.1016/s0092-8674(03)00199-512679031

[bib4] CourchetJ, LewisTL, LeeS, CourchetV, LiouDY, AizawaS, PolleuxF (2013) XTerminal axon branching is regulated by the LKB1-NUAK1 kinase pathway via presynaptic mitochondrial capture. Cell 153: 1510–1525. 10.1016/j.cell.2013.05.02123791179PMC3729210

[bib44] GermainM, NguyenMG, KhachoM, PattenDA, ScreatonRA, ParkDS, SlackRS (2013) LKB1-regulated adaptive mechanisms are essential for neuronal survival following mitochondrial dysfunction. Hum Mol Genet 22: 952–962. 10.1093/hmg/dds50023187960

[bib5] GwinnDM, ShackelfordDB, EganDF, MihaylovaMM, MeryA, VasquezDS, TurkBE, ShawRJ (2008) AMPK phosphorylation of raptor mediates a metabolic checkpoint. Mol Cell 30: 214–226. 10.1016/j.molcel.2008.03.00318439900PMC2674027

[bib6] HardieDG (2007) AMP-activated/SNF1 protein kinases: Conserved guardians of cellular energy. Nat Rev Mol Cell Biol 8: 774–785. 10.1038/nrm224917712357

[bib7] HardieDG (2011) AMP-activated protein kinase-an energy sensor that regulates all aspects of cell function. Genes Dev 25: 1895–1908. 10.1101/gad.1742011121937710PMC3185962

[bib8] HawleySA, BoudeauJ, ReidJL, MustardKJ, UddL, MäkeläTP, AlessiDR, HardieDG (2003) Complexes between the LKB1 tumor suppressor, STRAD alpha/beta and MO25 alpha/beta are upstream kinases in the AMP-activated protein kinase cascade. J Biol 2: 28 10.1186/1475-4924-2-2814511394PMC333410

[bib9] HouT, JianC, XuJ, HuangAY, XiJ, HuK, WeiL, ChengH, WangX (2016) Identification of EFHD1 as a novel Ca^2+^ sensor for mitoflash activation. Cell Calcium 59: 262–270. 10.1016/j.ceca.2016.03.00226975899

[bib11] IonescuA, ZahaviEE, GradusT, Ben-YaakovK, PerlsonE (2016) Compartmental microfluidic system for studying muscle-neuron communication and neuromuscular junction maintenance. Eur J Cell Biol 95: 69–88. 10.1016/j.ejcb.2015.11.00426689471

[bib12] JiangP, MizushimaN (2015) LC3- and p62-based biochemical methods for the analysis of autophagy progression in mammalian cells. Methods 75: 13–18. 10.1016/j.ymeth.2014.11.02125484342

[bib13] Karkucinska-WieckowskaA, PronickiM, WieckowskiMR (2015) Histoenzymatic methods for visualization of the activity of individual mitochondrial respiratory chain complexes in the muscle biopsies from patients with mitochondrial defects. Methods Mol Biol 1241: 85–93. 10.1007/978-1-4939-1875-1_825308490

[bib14] LilleyBN, PanYA, SanesJR (2013) SAD kinases sculpt axonal arbors of sensory neurons through long- and short-term responses to neurotrophin signals. Neuron 79: 39–53. 10.1016/j.neuron.2013.05.01723790753PMC3725037

[bib15] Maor-nofM, RomiE, ShalomHS, UlisseV, RaananC, NofA, LeshkowitzD, LangR, YaronA (2016) Axonal degeneration is regulated by a transcriptional program that coordinates expression of pro- and anti-degenerative factors. Neuron 92: 991–1006. 10.1016/j.neuron.2016.10.06127889097

[bib16] MarvaldiL, ThongrongS, KozłowskaA, IrschickR, PritzCO, BäumerB, RonchiG, GeunaS, HausottB, KlimaschewskiL (2015) Enhanced axon outgrowth and improved long-distance axon regeneration in sprouty2 deficient mice. Dev Neurobiol 75: 217–231. 10.1002/dneu.2222425104556

[bib17] MaryanovichM, ZaltsmanY, RuggieroA, GoldmanA, ShachnaiL, ZaidmanSL, PoratZ, GolanK, LapidotT, GrossA (2015) An MTCH2 pathway repressing mitochondria metabolism regulates haematopoietic stem cell fate. Nat Commun 6: 7901 10.1038/ncomms890126219591

[bib18] MisgeldT, SchwarzTL (2017) Mitostasis in neurons: Maintaining mitochondria in an extended cellular architecture. Neuron 96: 651–666. 10.1016/j.neuron.2017.09.05529096078PMC5687842

[bib19] NakanoA, TakashimaS (2012) LKB1 and AMP-activated protein kinase: Regulators of cell polarity. Genes Cells 17: 737–747. 10.1111/j.1365-2443.2012.01629.x22892070PMC3533759

[bib21] PooyaS, LiuX, KumarVBS, AndersonJ, ImaiF, ZhangW, CiraoloG, RatnerN, SetchellKDR, YutakaY, (2014) The tumour suppressor LKB1 regulates myelination through mitochondrial metabolism. Nat Commun 5: 4993 10.1038/ncomms599325256100PMC4431623

[bib22] RedmannM, BenavidesGA, BerryhillTF, WaniWY, OuyangX, JohnsonMS, RaviS, BarnesS, Darley-UsmarVM, ZhangJ (2017) Inhibition of autophagy with bafilomycin and chloroquine decreases mitochondrial quality and bioenergetic function in primary neurons. Redox Biol 11: 73–81. 10.1016/j.redox.2016.11.00427889640PMC5124357

[bib23] RenierN, WuZ, SimonDJ, YangJ, ArielP, Tessier-LavigneM (2014) IDISCO: A simple, rapid method to immunolabel large tissue samples for volume imaging. Cell 159: 896–910. 10.1016/j.cell.2014.10.01025417164

[bib24] RioDC, AreM, HannonGJ, NilsenTW (2010) Purification of RNA using TRIzol (TRI reagent). Cold Spring Harbor Protoc 5: 1–4. 10.1101/pdb.prot543920516177

[bib25] RishalI, GolaniO, RajmanM, CostaB, Ben-YaakovK, SchoenmannZ, YaronA, BasriR, FainzilberM, GalunM (2013) WIS-neuromath enables versatile high throughput analyses of neuronal processes. Dev Neurobiol 73: 247–256. 10.1002/dneu.2206123055261

[bib26] RizzutoR, De StefaniD, RaffaelloA, MammucariC (2012) Mitochondria as sensors and regulators of calcium signalling. Nat Rev Mol Cell Biol 13: 566–578. 10.1038/nrm341222850819

[bib27] RomiE, GokhmanI, WongE, AntonovskyN, LudwigA, SagiI, SaftigP, Tessier-LavigneM, YaronA (2014) ADAM metalloproteases promote a developmental switch in responsiveness to the axonal repellant Sema3A. Nat Commun 5: 1–15. 10.1038/ncomms505824898499

[bib28] RuggieroA, AloniE, KorkotianE, ZaltsmanY, Oni-BitonE, KupermanY, TsooryM, ShachnaiL, Levin-ZaidmanS, BrennerO, (2017) Loss of forebrain MTCH2 decreases mitochondria motility and calcium handling and impairs hippocampal-dependent cognitive functions. Sci Rep 7: 1–13. 10.1038/srep4440128276496PMC5343590

[bib29] ShackelfordDB, ShawRJ (2009) The LKB1-AMPK pathway: Metabolism and growth control in tumour suppression. Nat Rev Cancer 9: 563–575. 10.1038/nrc267619629071PMC2756045

[bib30] ShawRJ, KosmatkaM, BardeesyN, HurleyRL, WittersLA, DePinhoRA, CantleyLC (2004) The tumor suppressor LKB1 kinase directly activates AMP-activated kinase and regulates apoptosis in response to energy stress. Proc Natl Acad Sci U S A 101: 3329–3335. 10.1073/pnas.030806110014985505PMC373461

[bib31] ShellyM, CanceddaL, HeilshornS, SumbreG, PooMM (2007) LKB1/STRAD promotes axon initiation during neuronal polarization. Cell 129: 565–577. 10.1016/j.cell.2007.04.01217482549

[bib32] ShengZH (2017) The interplay of axonal energy homeostasis and mitochondrial trafficking and anchoring. Trends Cell Biol 27: 403–416. 10.1016/j.tcb.2017.01.00528228333PMC5440189

[bib33] SpillaneM, KetschekA, MeriandaTT, TwissJL, GalloG (2013) Mitochondria coordinate sites of axon branching through localized intra-axonal protein synthesis. Cell Rep 5: 1564–1575. 10.1016/j.celrep.2013.11.02224332852PMC3947524

[bib34] SteinM, DüttingS, MougiakakosD, BöslM, FritschK, ReimerD, UrbanczykS, SteinmetzT, SchuhW, BozecA, (2017) A defined metabolic state in pre B cells governs B-cell development and is counterbalanced by Swiprosin-2/EFhd1. Cell Death Differ 24: 1239–1252. 10.1038/cdd.2017.5228524857PMC5520169

[bib35] StyrB, GonenN, ZarhinD, RuggieroA, AtsmonR, GazitN, BraunG, FrereS, VertkinI, ShapiraI, (2019) Mitochondrial regulation of the hippocampal firing rate set point and seizure susceptibility. Neuron 102: 1009–1024.e8. 10.1016/j.neuron.2019.03.0431047779PMC6559804

[bib36] SwisaA, GranotZ, TamarinaN, SayersS, BardeesyN, PhilipsonL, HodsonDJ, WikstromJD, RutterGA, LeibowitzG, (2015) Loss of liver kinase B1 (LKB1) in beta cells enhances glucose-stimulated insulin secretion despite profound mitochondrial defects. J Biol Chem 290: 20934–20946. 10.1074/jbc.m115.63923726139601PMC4543653

[bib37] TominagaM, KuriharaH, HondaS, AmakawaG, SakaiT, TomookaY (2006) Molecular characterization of mitocalcin, a novel mitochondrial Ca2+-binding protein with EF-hand and coiled-coil domains. J Neurochem 96: 292–304. 10.1111/j.1471-4159.2005.03554.x16336229

[bib38] ToyamaEQ, HerzigS, CourchetJ, LewisTLJr, LosónOC, HellbergK, YoungNP, ChenH, PolleuxF, ChanDC, (2016) AMP-activated protein kinase mediates mitochondrial fission in response to energy stress. Science 351: 275–281. 10.1126/science.aab413826816379PMC4852862

[bib39] TymanskyjSR, YangBH, VerheyKJ, MaL (2018) MAP7 regulates axon morphogenesis by recruiting kinesin-1 to microtubules and modulating organelle transport. Elife 7: 1–27. 10.7554/elife.36374PMC613355030132755

[bib40] VaarmannA, MandelM, ZebA, WareskiP, LiivJ, KuumM, AntsovE, LiivM, CagalinecM, ChoubeyV, (2016) Mitochondrial biogenesis is required for axonal growth. Development 143: 1981–1992. 10.1242/dev.12892627122166

[bib41] ZhangX, GarbettK, VeeraraghavaluK, WilburnB, GilmoreR, MirnicsK, SisodiaSS (2012) A role for presenilins in autophagy revisited: Normal acidification of lysosomes in cells lacking PSEN1 and PSEN2. J Neurosci 32: 8633–8648. 10.1523/jneurosci.0556-12.201222723704PMC3467018

[bib42] ZhangCS, LinSC (2016) AMPK promotes autophagy by facilitating mitochondrial fission. Cell Metab 23: 399–401. 10.1016/j.cmet.2016.02.01726959181

[bib43] ZylkaMJ, RiceFL, AndersonDJ (2005) Topographically distinct epidermal nociceptive circuits revealed by axonal tracers targeted to Mrgprd. Neuron 45: 17–25. 10.1016/j.neuron.2004.12.01515629699

# Supplementary material for: Regulation of axonal morphogenesis by the mitochondrial protein Efhd1
**Source:** Life Sci Alliance. 2020 May 15;3(7):e202000753. doi: 10.26508/lsa.202000753

Figure S1

Lkb1 WT and KO soma and axons: ACC and AMPK phosphorilation level

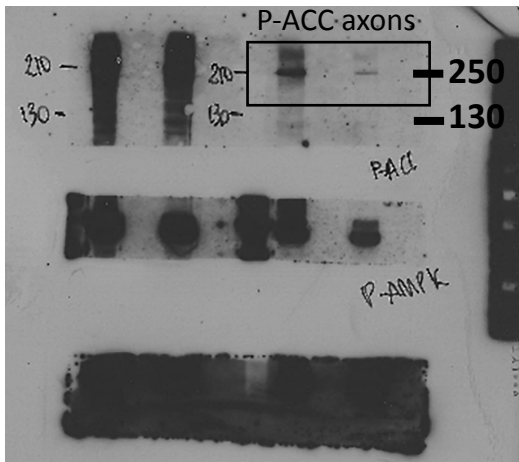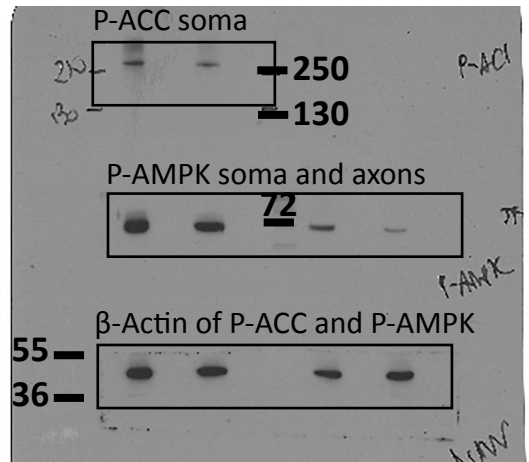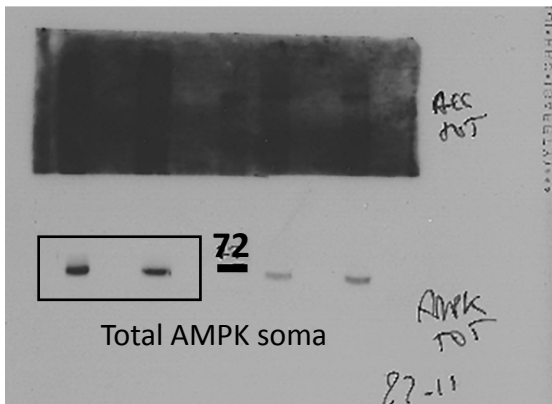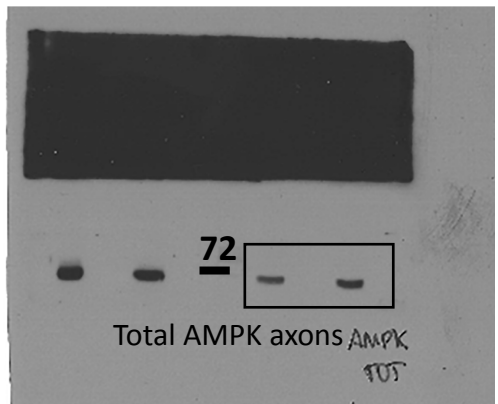

Total ACC soma and axons

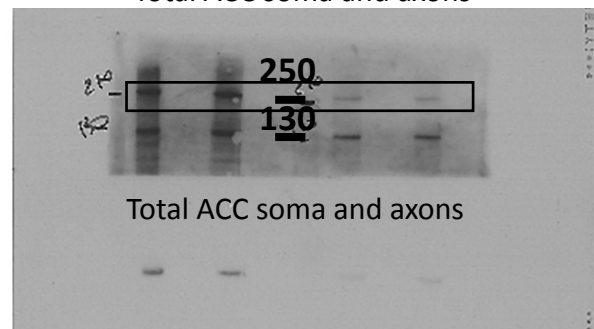

Lkb1 WT and KO DRGs:  
Lkb1 protein level

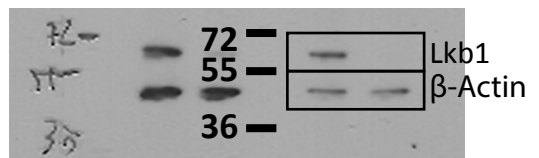

**Supplement:** Supplementary file 1

# Supplementary material for: Regulation of axonal morphogenesis by the mitochondrial protein Efhd1
**Source:** Life Sci Alliance. 2020 May 15;3(7):e202000753. doi: 10.26508/lsa.202000753
**Supplement:** Supplementary file 2

# Figure 1

Lkb1 WT and KO soma and axons: Efhd1 protein level

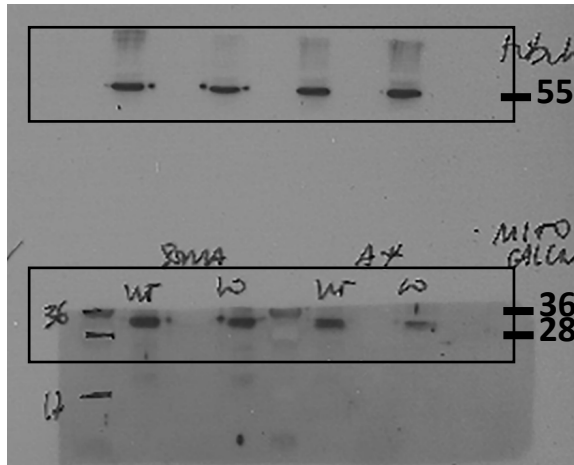

α-βIII-tubulin of Efhd1

Efhd1 protein level in soma and axons

WT soma and axons +/- 8h Compound C treatment:  
Efhd1 protein level

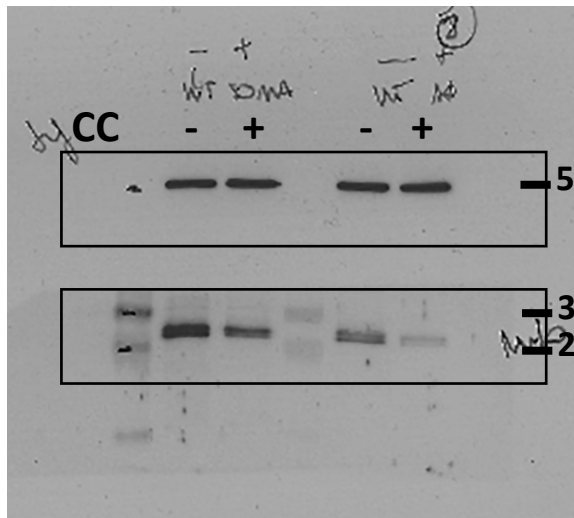

α-βIII-tubulin of Efhd1

Efhd1 protein level in soma and axons

# Supplementary material for: Regulation of axonal morphogenesis by the mitochondrial protein Efhd1
**Source:** Life Sci Alliance. 2020 May 15;3(7):e202000753. doi: 10.26508/lsa.202000753

Figure S2

Lkb1 WT and KO soma and axons : TOM20 protein level

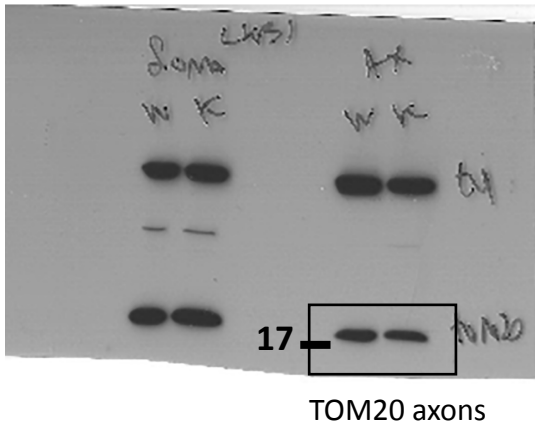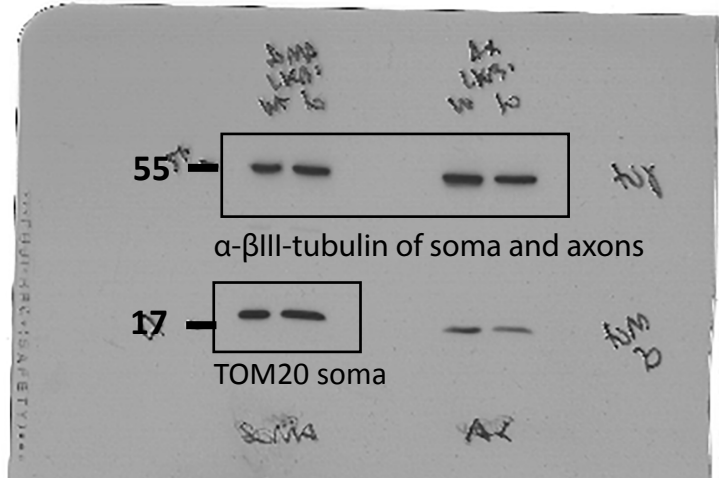

WT soma and axons +/- 8h Compound C : TOM20 protein level

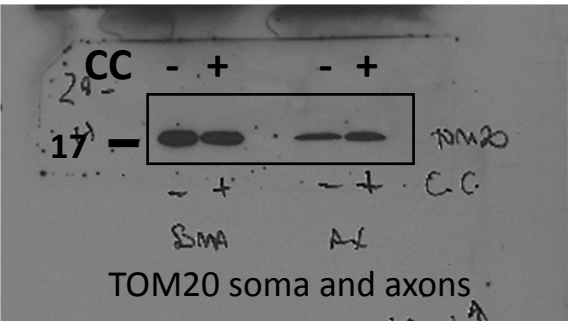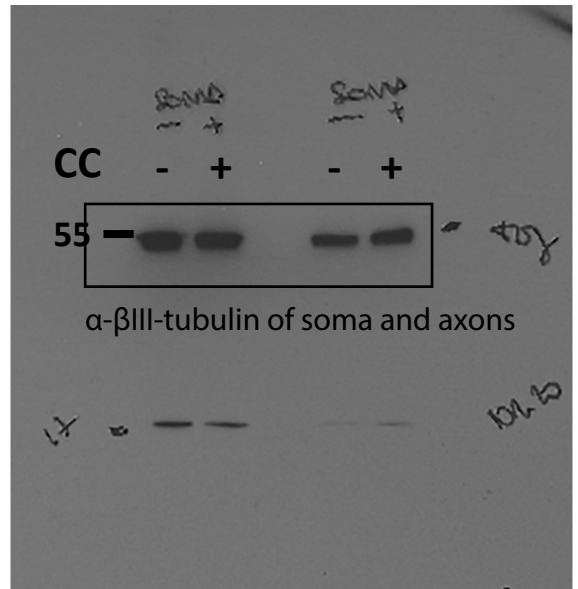

**Supplement:** Supplementary file 4

# Supplementary material for: Regulation of axonal morphogenesis by the mitochondrial protein Efhd1
**Source:** Life Sci Alliance. 2020 May 15;3(7):e202000753. doi: 10.26508/lsa.202000753

Figure 5, Figure S5

Efh1 WT and KO soma and axons E13.5

P-AMPK soma

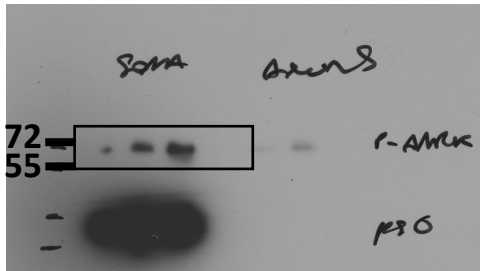

AMPK total soma+ axons

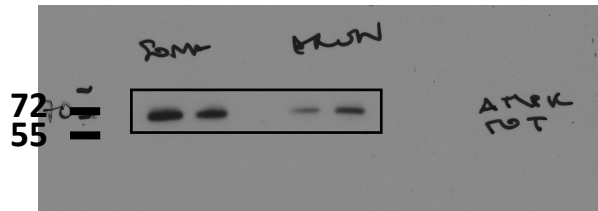

P-AMPK axons

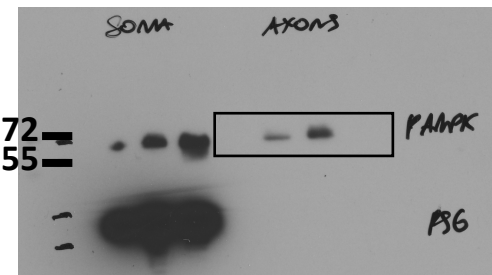

$\alpha$ - $\beta$ III-tubulin soma+ axons

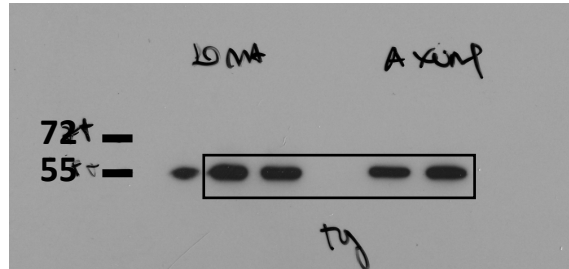

P-ACC soma + ACC total axons

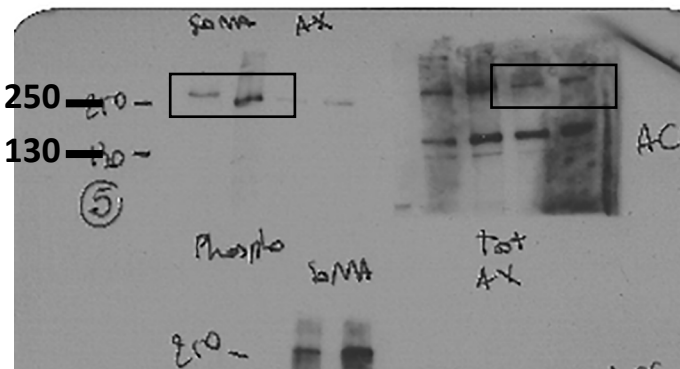

ACC total soma

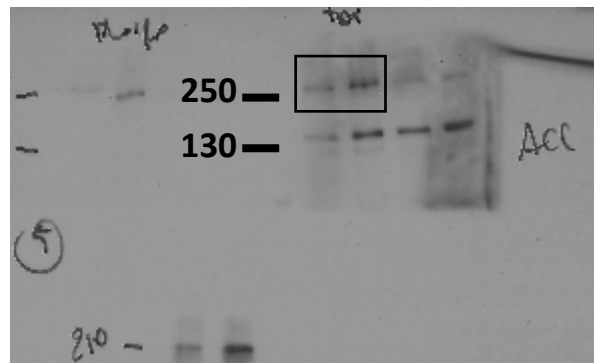

P-ACC axons

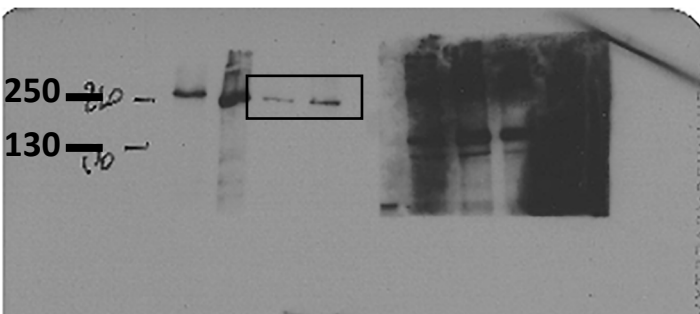

$\alpha$ - $\beta$ III-tubulin soma+ axons

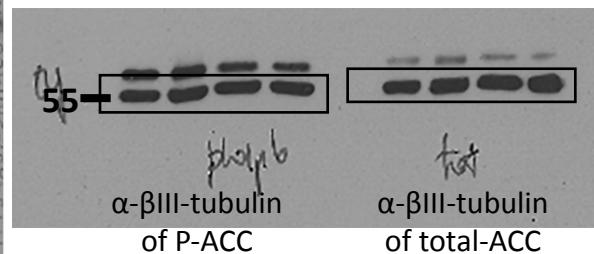

P-Ulk soma

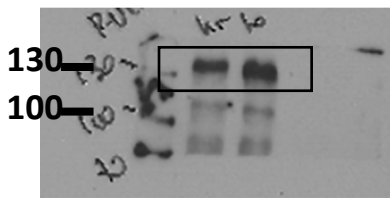

P-Ulk axons

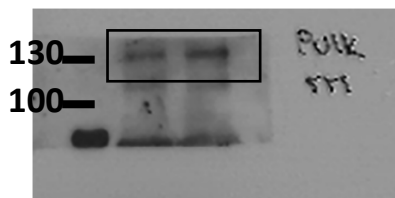

Ulk total soma

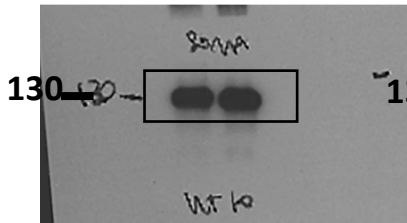

Ulk total axons

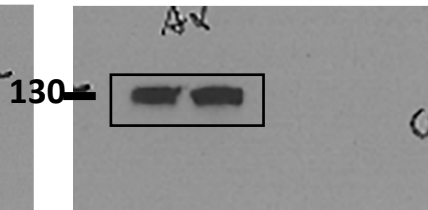

$\alpha$ - $\beta$ III-tubulin soma

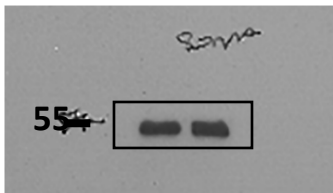

$\alpha$ - $\beta$ III-tubulin axons

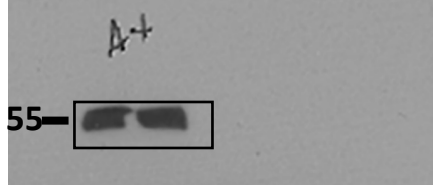

## Efhd1 WT and KO DRGs E 17.5

P-AMPK E17.5

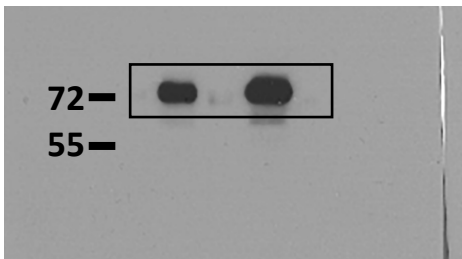

AMPK total E17.5

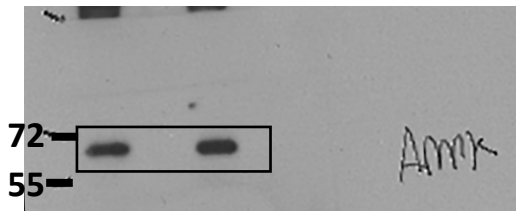

$\alpha$ - $\beta$ III-tubulin of AMPK

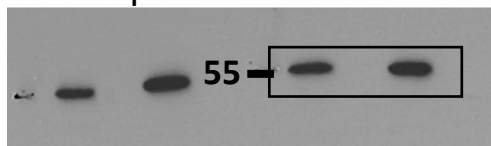

P-Ulk E17.5

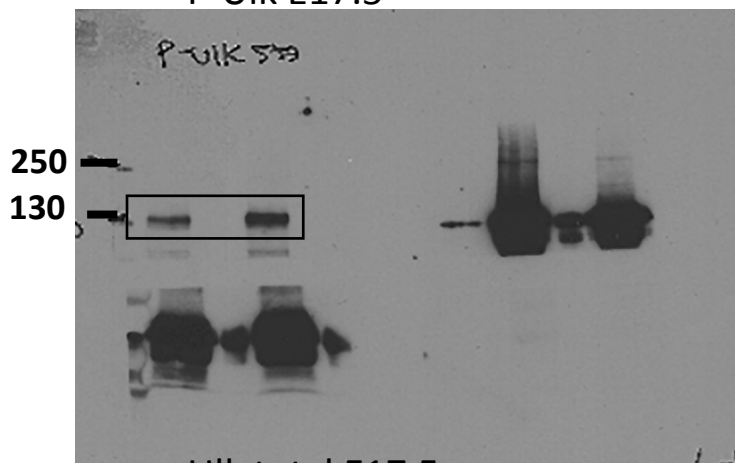

Ulk total E17.5

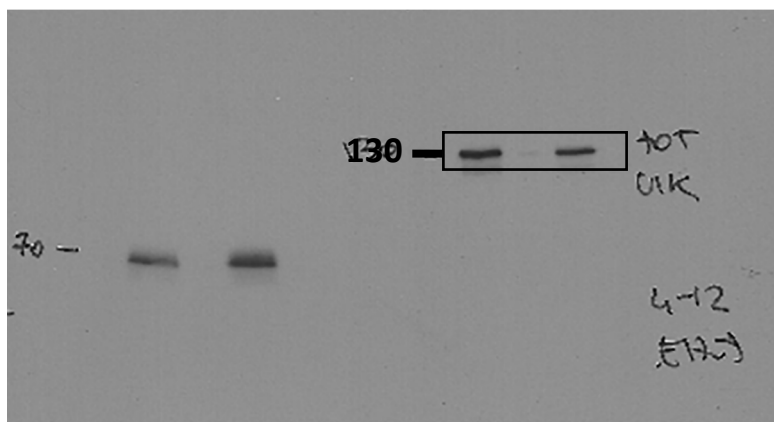

$\alpha$ - $\beta$ III-tubulin P-Ulk e17.5

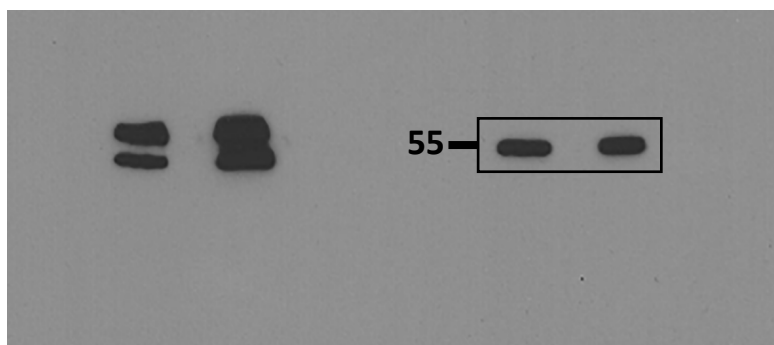

# Efh1 WT and KO DRGs E 13.5

LC3I-II -/+ Bafilomycin

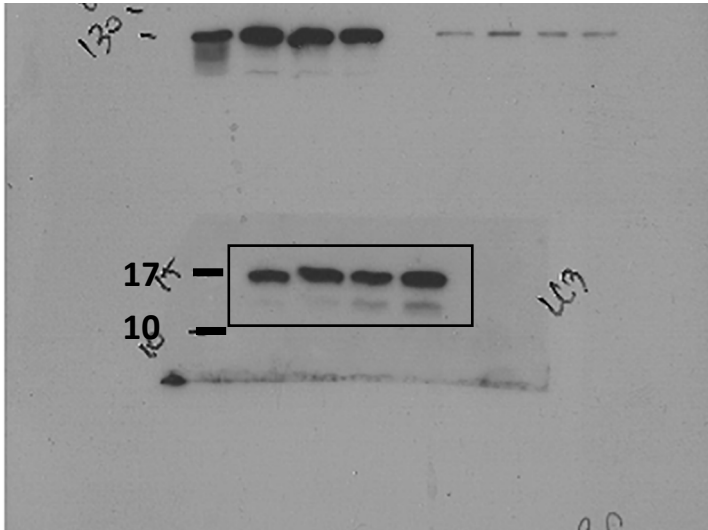

$\alpha$ - $\beta$ III-tubulin of LC3I-II

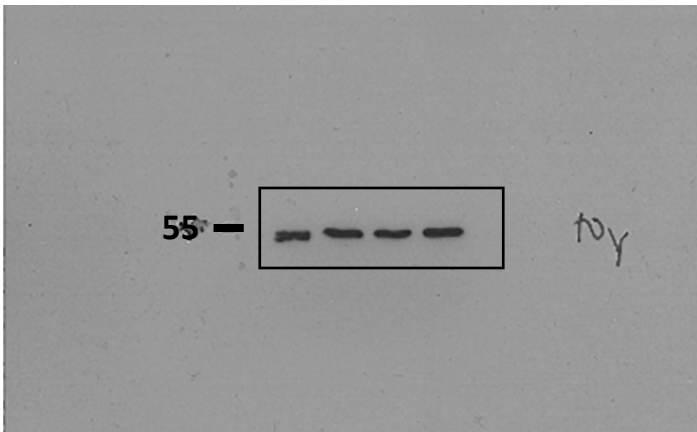

**Supplement:** Supplementary file 6

How the deposited data were processed for this re-analysis (not part of the article)

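Gene expression was measured in DRGs of 5 Lkb1 KO and 5 WT samples at embryonic day 13.5, each a pool of DRGs from 2 embryos on 1 one-colour array. The authors deposited 1 table of log2 values for 35556 probe sets. The submitters' processing notes name RMA and Partek 6.6; the methods name MATLAB and a false discovery rate of 0.01, and the array's scanner files were not used here. Sample conditions and replicate numbers came from the sample labels and the methods.

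The platform's annotation gave 1 gene for 21789 probe sets, several for 1621 and none listed for 12146, which are unnamed here. Of the probe sets with 1 gene, 21698 had a gene identifier in RefSeq (GRCm38.p6), which was used for names and for the order of genes along a chromosome; no build is named with the deposited values, so no coordinates are given. Of several probe sets of a gene (999 genes), the one with the highest mean over all 10 arrays was used, leaving 19938 genes. Of the genes labelled in Fig S2A, 1 is not reported here. The label Frem was taken for Frem2 after its value was seen; Frem1 had a log2 fold change of 0.57 (adjusted p = 0.00183 from limma). The mitochondrially encoded genes were not analysed here.

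Levels were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with Benjamini-Hochberg adjustment over all genes tested. A gene was called at an adjusted p under 0.05, the line drawn in Fig S2A, and counts at 0.01 and at 0.05 with a fold of at least 2 were made as well. For single genes an exact permutation test over the 252 assignments of the samples was added, and 1 over the 32 that exchange labels within replicate numbers. Of 29 gene lists fixed beforehand, 28 had measured members; each was counted over all genes and adjusted over the list alone, and tested with limma's camera at a preset correlation of 0.01 and with an estimated correlation, adjusted over the lists. Values of the first 12.5% of the rows of Table S1, all lower in Lkb1 KO, had been seen when the lists were written. Other steps used Python 3.11.15 and pandas 2.3.3.

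The genes named in the text were fixed by a rule before the data were examined: the genes the paper names for the microarray with Wnt1, E2f1 and Tomm20 as checks; the 12 largest rises and 12 largest falls among called genes whose Lkb1 KO values all lay on one side of the WT values; and up to 4 members of each list with the smallest unadjusted p. Other genes, such as Efhd2, Galnt6 and Slc4a8, were chosen after their values were seen.

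WT and Lkb1 KO samples share replicate numbers. The deviations of same-numbered samples from their group means had correlations across genes of 0.21 to 0.48, so the numbers were taken to pair the samples, and 8 of the 10 samples correlated best with their own number. Differently numbered WT and Lkb1 KO samples had correlations from -0.48 to 0.31, so the 2 ranges overlap. This pairing comes from the values; the labels do not say what the numbers mark. The samples are called biological replicates in the labels. No 2 arrays held the same values: the SD of the log2 differences between 2 arrays of a group was between 0.120 and 0.198.

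Alternatives were array medians aligned, cyclic loess, a one-way analysis of variance per gene as in Table S1, an intensity trend with a robust prior, array weights, the dimmest 30% of genes left out, the mean of a gene's probe sets, all probe sets, the replicate block, the mean of 3 Y-linked genes or of the fibroblast and mesenchyme list as a covariate, and each sample left out in turn. A floor of 6.5 for the highest array value, that floor with the analysis of variance, and leaving out Lkb1 KO replicates 2 and 5 were chosen after seeing the data.

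The fit was tested on simulated data with the genes' own means and spreads for the comparison of Lkb1 KO with WT over 19938 genes. Of 100 genes changed by 0.5 on the log2 scale 96 were recovered, of 100 changed by 1 it was 99, and 12 unchanged genes were called. In a simulation with 1 shifted list of 28, that list alone was called. The simulated data took only means and spreads from the genes, so this does not test lists whose members vary together. Estimated correlations of the measured lists ran from -0.0085 (apoptosis and p53 targets) to 0.62 (skeletal muscle). Precision is limited by the number of arrays.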

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

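The tests on the share of neurons, on the sex of the embryos and on the neighbours of I730030J21Rik were chosen after the results were seen.

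In camera at the preset correlation, the lists of proliferation, of fibroblasts and mesenchyme and of pericytes and smooth muscle were higher in Lkb1 KO (median log2 fold changes 0.31, 0.18 and 0.12). Those of sensory neuron identity and the axonal cytoskeleton were lower (-0.13 and -0.11) and those of sympathetic and of spinal cord neurons higher. The paper does not discuss these changes in expression. It does report that counts of Islet1-positive cells in DRGs, at a later stage than these arrays, showed no significant difference between Lkb1 KO and WT. It also reports reduced axonal growth in Lkb1 KO. The sympathetic call was lost without Lkb1 KO replicate 2 (adjusted p = 0.188). Endothelium, cartilage and sclerotome, meninges and skeletal muscle were also called higher (adjusted p = 4.44e-04, 3.46e-05, 7.52e-04 and 0.00138). With an estimated correlation only the fibroblast and mesenchyme call held (adjusted p = 0.00354), and it was lost with the replicate block or with array medians aligned. The adjusted p was then 0.0799 for the proliferation, pericyte and sensory neuron lists, 0.108 for the axonal, 0.527 for the sympathetic and 0.288 for the spinal cord list. A lower share of neurons as the whole cause would raise the markers of every other cell type alike. Among members with a mean above 6.5 the 9 non-neuronal lists moved apart (Kruskal-Wallis statistic 33.7, permutation p = 1.00e-05). That p is the smallest that 100000 resamples can give. The permutation moved genes between lists as if they were independent. Estimated correlations within these lists ran from -0.0061 (Schwann) to 0.62 (skeletal muscle). The p therefore does not reflect variation between samples and cannot exclude this cause. Skeletal muscle had 1 member in the test and cartilage and sclerotome 3. The median was 0.29 (SD 0.16) for fibroblasts and mesenchyme and 0.21 (SD 0.17) for pericytes and smooth muscle. It was 0.063 (SD 0.077) for endothelium and 0.015 (SD 0.081) for macrophages. The Schwann (0.057, SD 0.30) and meningeal (0.15, SD 0.23) lists lay within 1 SD of the fibroblast list. Unequal sex of the embryos as the whole cause was examined in the 8 samples with Y-linked signal, compared separately with and without Xist signal. Lkb1 KO differed from WT in list mean by 0.24 for proliferation, 0.19 for fibroblasts and mesenchyme, -0.15 for sensory neurons and -0.10 for the axonal list. The WT SDs were 0.063, 0.021, 0.061 and 0.042, and there was no overlap. Over the 24 assignments within Xist signal the exact two-sided permutation p was 0.0417, 0.0417, 0.0833 and 0.0417. Over 56 assignments that mix samples with and without Xist signal it was 0.0179 for each list. That is the smallest p these 56 allow, and they do not hold Xist signal fixed. Neither set keeps the replicate numbers. The values argue against this cause for the proliferation, fibroblast and axonal lists. For the sensory neuron list, at 0.0833, the test within Xist signal cannot exclude it. A change of the cells' own expression stays open. Whether the Lkb1 KO samples held more connective tissue cannot be told apart from an effect of genotype. This is because every Lkb1 KO sample lay above every WT sample in the mean of the fibroblast and mesenchyme list. Within genotype, over 10 samples and 2 relations tested, its deviations had a Pearson r of -0.113 (exact permutation p = 0.815, adjusted 0.815; r = 0.232 without the 2 farthest samples) and a Spearman rho of -0.00485 (exact permutation p = 1, adjusted 1) with the proliferation list, and a Pearson r of -0.457 (exact permutation p = 0.180, adjusted 0.361; r = -0.735 without the 2 farthest samples) and a Spearman rho of -0.614 (exact permutation p = 0.0681, adjusted 0.136) with the axonal list.

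I730030J21Rik, a gene not named in the paper's text, had the largest change of any called gene, with a log2 fold change of 2.44. The rows of Table S1 used here hold only falls, so whether the table lists this gene was not checked. Galnt6, next to it in GRCm38.p6, rose by 0.61 (adjusted p = 8.17e-05 from limma) at a mean level of 4.79, while Slc4a8 on its other side was at -0.14 (adjusted p = 0.245). A linked stretch of chromosome that differs between the genotypes is a candidate explanation in a mixed background, but only 4 of the 100 nearest genes were called, against 3.86% of the others (Fisher's exact test, two-sided p = 0.796). A linked variant near the gene cannot be told apart from an effect of Lkb1 loss, since it need not change many neighbours.

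Splits that ignore the replicate numbers argue against chance for the count of 771 called genes. Of 100 of the 126 splits of the samples into 5 and 5, drawn at random, only 1, the real one, gave as many. The highest other split gave 1. Of the 16 splits that part all 5 replicate numbers, the highest other gave 0 against 771, and 0 against 1280 with the replicate block. These 16 are too few for a share under 0.05, so they cannot exclude chance. With the Y-linked mean as a covariate the real split gave 475 genes and the highest other 1, and 399 of the 771 calls were kept, so unequal sex does not account for the whole count. Of 739 X-linked genes, 19 were called (2.57%, against 3.92% of the others).

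Among 54 groups of 5 samples (27 genes), 3 held a sample far from the rest, where chance gives about 1 in 20 groups. Frem2 in Lkb1 KO replicate 5 was at 9.26 against 9.00 to 9.06 in the others (gap over range 0.789). Abca8a in WT replicate 1 was at 10.35 against 9.73 to 9.89 (0.731). Prmt8 in Lkb1 KO replicate 5 was at 6.20 against 5.84 to 5.90 (0.844). The median log2 fold change was 0.025 for the CREB and CRTC target genes and 0.037 for the integrated stress response, lists the paper does not discuss.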

How the results depend on the processing

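The floor of 6.5, that floor with the analysis of variance, and leaving out both Lkb1 KO samples without Y-linked signal were chosen after seeing the data. The Efhd1 and Stk11 calls held under every alternative but the mesenchyme covariate; the causes of the changes below were not tested unless stated. The one-way analysis of variance does not share the spread between genes. It called 260 genes higher and 127 lower, and 105 at 0.01. With the floor of 6.5 these counts were 336, 210 and 147. With all probe sets 157 were lower and 181 passed 0.01, with more features tested. The replicate block gave 715 higher, 565 lower and 563 at 0.01. It also changed the calls of the Schwann list, of Wnt1, Psat1, Casp8, Scn10a, Dcc, Cd34, Kdr, Col9a2, Gad2 and Zic2, which passed, and of P2ry12, which did not; it changed no other call of a gene or list named in the text, apart from the estimated-correlation call of the fibroblast and mesenchyme list. With the Y-linked covariate 285 were higher and 161 passed 0.01, the rank of Efhd1 by size was 3, and Eif2s3y was at 0.12 and the sex-linked list's median at 0.043, both with the sign turned. Without both Lkb1 KO samples that lack Y-linked signal 288 were higher, 171 lower and 152 at 0.01, and the rank was 3. With array weights the rank was 6.

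With each sample left out in turn, 333 to 487 genes were higher, 146 to 347 lower and 201 to 313 passed 0.01, and 13 to 17 changed at least 2-fold. The Efhd1 log2 fold change ran from -1.62 to -1.54, the Stk11 log2 fold change from -0.97 to -0.83, the rank of Efhd1 by size from 3 to 7 and the number of lists called by camera from 13 to 16. The lower genes were 182 without WT replicate 1, 148 without WT replicate 2, 146 without WT replicate 3, 152 without WT replicate 4, 179 without Lkb1 KO replicate 3 and 173 without Lkb1 KO replicate 4; 203, 201 and 205 passed 0.01 without WT replicates 2, 3 and 4. Of named genes that were not called with all samples, Psat1, Casp8 and Scn10a passed without WT replicate 5, Zic2 without WT replicate 2, Scn10a and Stmn3 without Lkb1 KO replicate 1, Dcc, Abcc9, Gad2 and Zic2 without Lkb1 KO replicate 3 and Dcc without Lkb1 KO replicate 4.

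The mesenchyme covariate is nearly collinear with genotype, and the standard error of Efhd1 rose from 0.07 to 0.33. It left 0 genes higher, 0 lower, 0 at 0.01 and 0 at least 2-fold, an Efhd1 log2 fold change of -1.54 (adjusted p = 0.537 from limma, against at most 2.08e-04 elsewhere), a Stk11 log2 fold change of -1.49 (adjusted p = 0.687, against at most 0.00717 elsewhere), rank 43 for Efhd1 and 6 lists. Signs turned for the named genes Wnt1 -0.0925, Cox6b1 0.0861, Ndufa13 0.0437, Dlst 0.11, Kif1b 0.0832, Mfn2 0.11, Slc25a23 0.0934, Slc25a13 -0.62, Polrmt 0.22, Mark1 0.0947, Brsk1 0.20, Slc2a1 -0.30, Slc16a3 -0.20, Ldha -0.0428, Pdk1 -0.33, Slc7a11 -0.47, Tnfrsf10b -0.14, Isl2 0.0723, Ngfr 0.0649, Lum -0.15, Cldn5 -0.0466, Cd34 -0.34, Kdr -0.48, Emcn -0.40, Anpep -0.0457, Abcc9 -0.13, Kel -0.0264, Col9a2 -0.21, Pax6 -0.0232, Npy -0.32, Chgb 0.0765, Zic1 -0.28, Xist -3.66 and for the medians or camera directions of the lists glycolysis -0.19, apoptosis and p53 targets -0.017, sensory neuron identity 0.0482, axonal cytoskeleton and growth 0.0283, axon guidance and branching 0.067, fibroblast and mesenchyme -0.0348, endothelium -0.38, pericyte and smooth muscle -0.0679, erythroid cells -0.0297, macrophage 0.024, spinal cord neurons and progenitors -0.0207, meninges -0.0126. The camera direction of the list apoptosis and p53 targets, whose median and mean differ in sign, turned with medians of -0.00653 (array medians aligned), -0.0115 (cyclic loess), -0.0165 (all probe sets), -0.0165 (replicate block), -0.0231 (highest array above 6.5); with a sample left out its median ran from -0.0251 to -0.00951, and the direction turned without WT replicates 4 and 5 and Lkb1 KO replicates 1 and 3. Mitochondrial biogenesis turned to 0.010 with the floor of 6.5, and with a sample left out erythroid cells ran from -0.0195 (without Lkb1 KO replicate 4) to 0.0397 and Hba-x from -0.070 (without WT replicate 1) to 0.31; erythroid cells were also at -0.00586 without WT replicate 1. At the preset correlation, oxidative phosphorylation was not called either with the floor of 6.5 (adjusted p = 0.187) or without both Lkb1 KO samples that lack Y-linked signal (0.073). Axon guidance and branching was called with the intensity trend, the mean of probe sets, all probe sets, the Y-linked covariate and without those 2 samples, where glycolysis was called too. Sympathetic neurons lost their call without the dimmest genes, with either covariate, with the floor and without those 2 samples, the integrated stress response with either covariate, meninges with the Y-linked covariate, cartilage and sclerotome with the mesenchyme covariate and skeletal muscle with the floor. Signal near background limits dim genes, whose folds can be compressed.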

Differences from the paper's values

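In the main analysis none of the paper's values that were compared differed from those computed from the deposited data. These were the fold reduction of Efhd1, the numbers of samples and the ratios in the rows of Table S1 used here. Of Table S1 only ratios were compared. With the mesenchyme covariate the ratio of Abca8a differed, at 0.342 against 0.524 in Table S1. The paper calls the reduction of Efhd1 the most profound change. Of 771 genes that passed an adjusted p under 0.05, 1 changed more, I730030J21Rik, which rose 5.42-fold, and it carries no label in Fig S2A. Efhd1 was the largest fall among these genes. In every alternative in which Efhd1 passed the test, samples left out included, its rank by size among called genes was 2 or 3, and none placed it first in both directions.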

Other observations

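Genes that respond to cAMP were among those that rose: of 28 CREB and CRTC target genes, 7 were higher and none was lower at an adjusted p under 0.05 from limma (7 and 0 when adjusted over the list alone; camera adjusted p = 0.00138, and 0.108 with an estimated correlation, or 0.0473 then without Lkb1 KO replicate 4). They included the cAMP phosphodiesterase genes Pde4d, at a log2 fold change of 0.69 (standard error 0.05), and Pde4b, at 0.63 (standard error 0.05), and the nuclear receptor gene Nr4a1, at 0.69 (standard error 0.10). Of 25 genes of the LKB1 complex, of AMPK subunits and substrates and of related kinases, 1 was higher (1 when adjusted over the list alone), Sik3 at 0.23 (camera adjusted p = 0.733). Sik3 lost its call when any 1 sample other than Lkb1 KO replicates 1 and 3 was left out (adjusted p between 0.0565 and 0.115). Of 22 genes of the integrated stress response, 2 were higher, Ddit4 at 0.44 and Slc7a11 at 0.37 (3 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.0368, and 0.128 with an estimated correlation). The list's call was lost without WT replicate 2 (0.0746) or 5 (0.0688) or Lkb1 KO replicate 1 (0.0754) or 3 (0.0689). Slc7a11 lost its call when any 1 sample other than WT replicate 5 and Lkb1 KO replicates 2 and 3 was left out (between 0.0623 and 0.0929). Of 20 genes of glycolysis, 2 were higher (2 when adjusted over the list alone), the glucose transporter gene Slc2a1 at 0.34 and the lactate transporter gene Slc16a3 at 0.40 (camera adjusted p = 0.0831, and 0.0159 and 0.0470 without Lkb1 KO replicates 3 and 4). The per-gene test named in Table S1 called none of the 20. It called 4 of the CREB and CRTC target genes and none of the LKB1 and AMPK or the integrated stress response genes. None of 40 genes of autophagy and the lysosome and none of 26 of sterol and fatty acid synthesis was called in limma, also when adjusted over the list alone (5 and 3 at an unadjusted p under 0.05; 1 and 0 by the per-gene test named in Table S1). In the first list Atg4b was called as lower without Lkb1 KO replicate 1 (adjusted p = 0.0358), and 2 genes, Atg4b among them, with array weights. With the intensity trend, without the dimmest genes and with the floor of 6.5, 1 was lower in each. The lists' camera adjusted p-values were 0.083 and 0.453, the former 0.0193 without WT replicate 5 and 0.0128 without Lkb1 KO replicate 1. Of 19 genes of apoptosis and p53 targets, 1 was lower, Hrk at -0.27 (2 higher and 1 lower when adjusted over the list alone; camera adjusted p = 0.962). The list's median was negative and its mean positive. Hrk lost its call without WT replicate 1 or 3 or any of Lkb1 KO replicates 1 to 4 (adjusted p between 0.0535 and 0.0676). By the per-gene test none of the 19 was called. Of 41 genes of axon guidance and branching, 2 were higher, Sema3c at 0.29 and Nrp2 at 0.27, and 1 lower, Unc5c at -0.27 (3 and 5 when adjusted over the list alone; camera adjusted p = 0.0584). The latter was 0.0428, 0.0259, 0.0232 and 0.0239 without WT replicates 1 and 5 and Lkb1 KO replicates 2 and 5. By the per-gene test 4 of the 41 were called. The lists of the tricarboxylic acid cycle (camera adjusted p = 0.273), mitochondrial dynamics (0.0812), calcium handling (0.143) and biogenesis (0.407) were not called as sets. That of dynamics was at 0.0212 without WT replicate 5 and 0.0197 without Lkb1 KO replicate 1. None of the calls gained by the glycolysis, autophagy, axon guidance and dynamics lists with 1 sample left out held with an estimated correlation (adjusted p between 0.389 and 0.574).

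Among glial and crest genes both directions occurred. Of 28 genes of Schwann cells, satellite glia and neural crest cells, 3 were higher, among them the hedgehog ligand gene Dhh at 0.69 and Apod at 0.52, and 2 lower, Cdh19 at -0.50 and Ngfr at -0.21 (7 and 5 when adjusted over the list alone; camera adjusted p = 0.0952, and 0.207 with an estimated correlation). With the replicate block these were 0.0347 and 0.318. Ngfr lost its call without WT replicate 1 or 3 or Lkb1 KO replicate 4 (adjusted p between 0.0513 and 0.0666). Of 18 pericyte and smooth muscle genes, 3 were higher, Mcam at 0.59, Heyl and Anpep (5 when adjusted over the list alone; camera adjusted p = 4.73e-05, and 0.0799 with an estimated correlation, or 0.0262 then without Lkb1 KO replicate 5). Anpep lost its call without WT replicate 3 or 4 or Lkb1 KO replicate 2 or 5 (adjusted p between 0.0527 and 0.0655). Of 25 endothelial genes, 1 was higher, Cldn5 at 0.29 (1 when adjusted over the list alone; camera adjusted p = 4.44e-04, 0.0594 without Lkb1 KO replicate 1, and 0.494 with an estimated correlation). Of 20 genes of cartilage and sclerotome, 3 were higher, Col2a1 at 0.36, Cytl1 at 0.82 and Sox9 at 0.25 (5 when adjusted over the list alone; camera adjusted p = 3.46e-05, and 0.207 with an estimated correlation). Sox9 lost its call when any 1 sample other than WT replicate 3 and Lkb1 KO replicates 1 and 3 was left out (adjusted p between 0.0527 and 0.0825). Of 29 spinal cord genes, 3 were higher, Pax2, Pax6 and Slc6a5, all at low levels, such as Pax6 at a mean of 5.12 in Lkb1 KO (5 when adjusted over the list alone; camera adjusted p = 7.52e-04, and 0.288 with an estimated correlation). By the per-gene test named in Table S1 none of the 29 was called. Pax6 lost its call when any 1 sample other than WT replicate 5 and Lkb1 KO replicates 2 and 3 was left out (adjusted p between 0.0586 and 0.116), Pax2 with any other than Lkb1 KO replicates 1 and 3 (between 0.0543 and 0.0964) and Slc6a5 with any other than WT replicates 3 and 5 and Lkb1 KO replicate 3 (between 0.0516 and 0.0746). Of 18 meningeal genes, 2 were higher, Foxd1 at 0.20 and Zic1 at 0.36, and 1, Crabp2 at -0.46, lower (7 and 2 when adjusted over the list alone; camera adjusted p = 7.52e-04, and 0.207 with an estimated correlation). By the per-gene test none of the 18 was called. Foxd1 lost its call when any 1 sample other than WT replicate 1 and Lkb1 KO replicate 1 was left out (adjusted p between 0.0519 and 0.0905), Zic1 without WT replicate 1, 3 or 4 or Lkb1 KO replicate 1, 2 or 5 (between 0.0626 and 0.0877) and Crabp2 without WT replicate 2 (0.0567). Of 15 genes of sympathetic neurons, 1 was higher, Npy at 0.55 (1 when adjusted over the list alone; camera adjusted p = 0.0162, and 0.527 with an estimated correlation). Lkb1 KO replicate 2 stands apart here, with Slc18a2 at 7.57 against at most 6.81 in the other Lkb1 KO samples. Without it the camera adjusted p was 0.188. Npy lost its call without it, without WT replicate 3 or without Lkb1 KO replicate 4 (between 0.0510 and 0.0535). None of 22 skeletal muscle genes was called in limma (1 at an unadjusted p under 0.05; camera adjusted p = 0.00138, and 0.527 with an estimated correlation). Lkb1 KO replicate 3 stands apart here, with Actc1 at 10.41 against 7.11 to 7.76 in the other Lkb1 KO samples. Without it the camera adjusted p was 0.125. With the Y-linked covariate 1 of the genes was higher. None of 13 erythroid genes was called in limma (0 at an unadjusted p under 0.05; camera adjusted p = 0.620). Of 22 macrophage genes, 1 was higher, P2ry12 at 0.20 (adjusted p = 0.0422 from limma, 0.0594 with the replicate block; camera adjusted p = 0.319). Its adjusted p was between 0.0638 and 0.104 when any 1 sample other than Lkb1 KO replicates 3 and 4 was left out. None of 4 sex-linked genes was called in limma (3 at an unadjusted p under 0.05; camera adjusted p = 0.143). The per-gene test called 2 genes of the Schwann, satellite glia and neural crest list and 2 of the pericyte and smooth muscle list. It called 1 endothelial gene, 1 gene of cartilage and sclerotome and none of the sympathetic or macrophage genes. E2f1 had a log2 fold change of 0.17 (standard error 0.07, adjusted p = 0.208 from limma).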
